# Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi

**DOI:** 10.1128/mBio.01130-18

**Published:** 2018-08-21

**Authors:** Ming-Yueh Wu, Matthew E. Mead, Mi-Kyung Lee, Erin M. Ostrem Loss, Sun-Chang Kim, Antonis Rokas, Jae-Hyuk Yu

**Keywords:** *Aspergillus*, WetA, asexual development, gene regulatory network, sporulation

## Abstract

Asexual sporulation is fundamental to the ecology and lifestyle of filamentous fungi and can facilitate both plant and human infection. In *Aspergillus*, the production of asexual spores is primarily governed by the BrlA→AbaA→WetA regulatory cascade. The final step in this cascade is controlled by the WetA protein and governs not only the morphological differentiation of spores but also the production and deposition of diverse metabolites into spores. While WetA is conserved across the genus *Aspergillus*, the structure and degree of conservation of the *wetA* gene regulatory network (GRN) remain largely unknown. We carried out comparative transcriptome analyses of comparisons between *wetA* null mutant and wild-type asexual spores in three representative species spanning the diversity of the genus *Aspergillus*: A. nidulans, A. flavus, and A. fumigatus. We discovered that WetA regulates asexual sporulation in all three species via a negative-feedback loop that represses BrlA, the cascade’s first step. Furthermore, data from chromatin immunoprecipitation sequencing (ChIP-seq) experiments in A. nidulans asexual spores suggest that WetA is a DNA-binding protein that interacts with a novel regulatory motif. Several global regulators known to bridge spore production and the production of secondary metabolites show species-specific regulatory patterns in our data. These results suggest that the BrlA→AbaA→WetA cascade’s regulatory role in cellular and chemical asexual spore development is functionally conserved but that the *wetA*-associated GRN has diverged during *Aspergillus* evolution.

## IMPORTANCE

The formation of resilient spores is a key factor contributing to the survival and fitness of many microorganisms, including fungi. In the fungal genus *Aspergillus*, spore formation is controlled by a complex gene regulatory network that also impacts a variety of other processes, including secondary metabolism. To gain mechanistic insights into how fungal spore formation is controlled across *Aspergillus*, we dissected the gene regulatory network downstream of a major regulator of spore maturation (WetA) in three species that span the diversity of the genus: the genetic model A. nidulans, the human pathogen A. fumigatus, and the aflatoxin producer A. flavus. Our data show that WetA regulates asexual sporulation in all three species via a negative-feedback loop and likely binds a novel regulatory element that we term the WetA response element (WRE). These results shed light on how gene regulatory networks in microorganisms control important biological processes and evolve across diverse species.

## INTRODUCTION

The ability to produce numerous asexual spores is one of the key factors contributing to the fecundity and fitness of filamentous fungi. Fungal asexual spores are highly efficient for genome protection, survival, and propagation. Spores are also the primary means of infecting host organisms for many pathogenic fungi (1). Importantly, in some filamentous fungi, morphological development is coordinated with the production of secondary metabolites with toxic and antibiotic properties (2–4).

Asexual development (conidiation) in the fungal class Eurotiomycetes results in the formation of mitotically derived asexual spores known as conidiospores or conidia. As asexual sporulation is widespread among fungi, it represents a simple, highly tractable system for understanding how gene regulatory networks (GRNs) evolve in microbial eukaryotes and how this evolution has influenced developmental and metabolic phenotypes.

Members of the genus *Aspergillus* are ubiquitous in most environments and include various beneficial, pathogenic, and/or toxigenic species (5). All aspergilli produce conidia as the main means of dispersion and infection. Importantly, the asexual development and the production of certain secondary metabolites, including mycotoxins, are intimately associated (2).

The three distantly related species Aspergillus nidulans, Aspergillus flavus, and Aspergillus fumigatus, whose pairwise genome similarities are similar to the genomic similarities between the human and fish genomes (6), form distinct conidiophores with various sizes of conidia. The regulatory mechanisms of conidiation have been extensively studied in A. nidulans (7–23). The regulatory genes can be divided into central regulators, upstream activators, negative regulators, light-dependent regulators, and the *velvet* regulators (24, 25). The central genetic regulatory cascade BrlA→AbaA→WetA is present in *Aspergillus* and governs both conidiation-specific GRNs and the resulting morphological pathway of conidiation (Fig. 1A) (22, 24, 26). BrlA is a C_2_H_2_-zinc finger-type transcription factor (TF) which recognizes and interacts with BrlA response elements (BRE) (Fig. 1B) (27, 28). The *brlA* gene is expressed in the early phase of conidiation and mediates vesicle formation and budding-like cell growth (11). The *abaA* gene is activated by BrlA and regulates the formation of metulae and phialides. Similarly to BrlA, AbaA is a TF, containing a TEA/ATTS DNA binding motif and a potential leucine zipper that recognizes the AbaA response elements (AREs) (Fig. 1B) (29). The *wetA* (wet-white A) gene, activated by AbaA, functions in the late phase of conidiation that completes sporogenesis. The BrlA→AbaA→WetA central regulatory cascade acts in concert with other genes to control conidiation-specific gene expression and determine the order of gene activation during the cellular and chemical development of spores.

**FIG 1:**
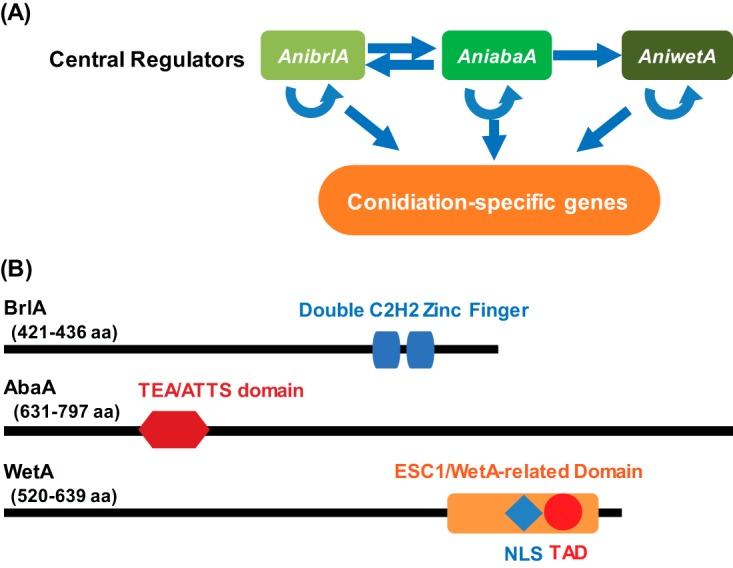
The central regulatory pathway of *Aspergillus* conidiation. (A) A cartoon depiction of genetic interactions of the central regulators in A. nidulans conidiogenesis. The central regulators cooperatively activate the conidiation-specific genes responsible for the morphogenesis of conidiophores. (B) The predicted protein architectures for the three conserved central regulators of conidiation in A. nidulans, A. fumigatus, and A. flavus. The blue box and the red hexagon represent the C2H2 zinc finger domain and TEA/ATTS domain in BrlA and AbaA, respectively, and were identified in a blastP (version 2.6.0) search (71). The red circle represents a putative transcription activation domain (TAD), which was predicted by 9aaTAD using the “Less stringent Pattern” setting (31), and in A. nidulans it has the amino acid sequence SEAALQAVR. The blue diamond represents the nuclear localization signal (NLS) predicted by NLStradamus using the 4 state HMM static model (32), and in A. nidulans it has the amino acid sequence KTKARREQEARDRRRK. The orange rectangle represents the ESC1/WetA-related domain (PTHR22934) predicted by the PANTHER classification system (72) and located at amino acids 497 to 547 in the A. nidulans protein.

The WetA protein plays a pivotal role in the coordinated control of *Aspergillus* conidiogenesis; however, the precise molecular mechanisms of WetA function have been unknown. WetA is highly and broadly conserved in Ascomycetes (8, 10–13, 15–23, 26, 30), plays an essential role in the synthesis of crucial conidial wall components, and makes the conidia both impermeable and mature (20, 21, 30). The *Aspergillus* WetA proteins have a conserved ESC1/WetA-related domain that is annotated as a DNA-binding domain by the PANTHER classification system (PTHR22934: SF23) and contains both a predicted transcription activation domain (TAD) (31) and a nuclear localization signal (NLS) (32, 33) near the C terminus (16, 34). Taken together, the data suggest that WetA is likely a DNA-binding TF (30) (Fig. 1B). As summarized in Table 1, the deletion of *wetA* results in a plethora of conidial defects, including the formation of colorless conidia that undergo autolysis in A. nidulans (10–13, 20–22, 26), A. fumigatus (8, 15), A. oryzae (18), and A. flavus (30). The metabolism and expression of several conidial components are perturbed in the Δ*wetA* conidia, leading to reduced stress tolerance and spore viability (8, 30).

**TABLE 1:** Phenotypes of Δ*wetA* mutants in three *Aspergillus* species

Parameter (reference[s])	Result for the *Aspergillus* Δ*wetA* strains:		
	Δ*AniwetA*	Δ*AfuwetA*	Δ*AflwetA*
Conidia			
Colorless and autolyzed (8, 10–13, 20–22, 26, 30)	+	+	+
Reduced size (8)	+	+	+
Disrupted wall structure (8, 20, 21, 30, 35)	+	+	+
Disrupted C2 layer thickness (8, 30)	Thicker	Thicker	Thinner
Reduced viability and stress tolerance (8, 30)	+	+	+
Reduced trehalose amount (M.-Y. Wu and J.-H. Yu, unpublished data) (8, 30)	+	+	+
Increased β-(1,3)-glucan amount (30)	+	NA	+
Reduced light-dependent conidiation (30)	NA^a^	NA	+
Disrupted conidiation time (M.-Y. Wu and J.-H. Yu, unpublished data) (8, 30)	−	Postponed	Advanced
			
Hyphae			
Reduced growth rate (M.-Y. Wu and J.-H. Yu, unpublished data) (8, 30)	+	+	+
Higher branching rate (M.-Y. Wu and J.-H. Yu, unpublished data) (8, 30)	+	+	+
Reduced aflatoxin production (30)	NA	NA	+

a NA, not applicable.

In this study, we investigated the structure and degree of conservation of the BrlA→AbaA→WetA central regulatory cascade of *Aspergillus* conidiation and the broader *wetA* GRNs in three representative *Aspergillus* species: the genetic model A. nidulans, the mycotoxin producer A. flavus, and the human pathogen A. fumigatus. Specifically, we carried out comparative transcriptome analyses of comparisons between *wetA* null mutant and wild-type (WT) asexual spores in the three species. We also investigated the WetA-chromatin interaction in asexual spores via chromatin immunoprecipitation sequencing (ChIP-seq) in A. nidulans spores, which enabled us to identify the consensus WetA-associated DNA sequence. Further comparative genome-wide analyses revealed that the WetA-associated GRN has diverged during *Aspergillus* evolution, uncovering important and yet unexplored regulatory networks of asexual sporulation and metabolic remodeling in *Aspergillus*. Our findings provide the first clear and systematic dissection of the evolutionarily conserved WetA developmental regulator governing the diverged processes of cellular differentiation, chemical development, and cell survival across a genus of filamentous fungi.

## RESULTS

### Conserved and diverged roles for WetA in the control of gene expression in aspergilli.

To investigate the conserved and divergent regulatory roles that WetA plays in the three *Aspergillus* species, we carried out comprehensive analyses of gene expression differences between the WT and *wetA* null mutant conidia. 

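RNA was taken from 2-day-old WT and ΔwetA conidia grown at 37°C, and the authors deposited the number of reads counted on each gene by HTSeq, without normalization, for 4 WT and 4 ΔwetA replicates of A. nidulans and 3 and 3 of A. fumigatus. The paper describes the replicates as biological, and the sample labels describe them as technical. The SDs, standard errors and p-values given here may therefore not measure variation between cultures. The A. flavus RNA-seq data were not analysed here. By the paper's strain list, the mutants also carry marker mutations at pyrG, and in A. nidulans at pyroA, that the WT strains lack. No complemented strain was among the libraries. An effect of the strain background can therefore not be told apart from that of wetA. In A. nidulans, between 20115532 and 22783780 reads per WT replicate and between 12870515 and 15346171 reads per ΔwetA replicate were counted on 10988 genes. In A. fumigatus, between 15651207 and 18122359 reads per WT replicate and between 16401610 and 19867957 reads per ΔwetA replicate were counted on 10130 genes. The smallest level the depth could show, 3 counts in the shallowest library, was 0.233 CPM (counts scaled to the library size), which covers counting error only. It was scaled by the library total alone, whereas the CPM values of genes also used the normalization factors described next. Counts were normalized by edgeR's TMM method, and each species was fitted separately with edgeR's quasi-likelihood test on the genes kept by its filter for low counts, 9337 in A. nidulans and 9332 in A. fumigatus. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1 were called DEGs. The biological coefficient of variation was 0.0438 between WT replicates and 0.324 between ΔwetA replicates of A. nidulans, and 0.0579 and 0.104 in A. fumigatus. The 4 A. nidulans ΔwetA replicates fell into a pair of replicates 1 and 3 and a pair of replicates 2 and 4. The tests count them as 4 independent replicates, which the pairs put in doubt. Counts of wetA itself were between 3738 and 4707 in the A. nidulans WT replicates and at most 2 in the ΔwetA replicates, and they were 0 in every A. fumigatus ΔwetA replicate.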

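In A. nidulans, 5310 genes were differentially expressed between WT and ΔwetA conidia, 48.3% of the 10988 genes in the annotation. In A. fumigatus there were 5639 DEGs, 55.7% of 10130 genes. In 5225 of the A. nidulans DEGs (98.4%) and 5634 of the A. fumigatus DEGs (99.9%), every ΔwetA replicate lay on the same side of every WT replicate. Leaving out 1 replicate at a time gave 5194 to 5554 DEGs in A. nidulans and 5646 to 5666 in A. fumigatus. The largest move came from dropping the threshold on the fold change, which gave 7539 and 8303 genes. DESeq2 with its prior on fold changes gave 5743 and 5756. From the share of genes with a changed mRNA level, the paper concludes that WetA has a broad regulatory role in conidia.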

We found that WetA plays a broad regulatory role in conidia in all three *Aspergillus* species; approximately 52%, 57%, and 43% of all genes showed differential accumulation of mRNAs in the Δ*wetA* conidia in comparison to WT conidia in A. nidulans, A. fumigatus, and A. flavus, respectively (Table 2). 

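Of the A. nidulans DEGs, 2745 (51.7%) were overexpressed and 2565 (48.3%) were underexpressed in the ΔwetA conidia. The A. fumigatus DEGs held 3060 overexpressed (54.3%) and 2579 underexpressed genes (45.7%). The balance in A. fumigatus moved with the normalization. With library totals in place of TMM factors, 4546 genes were overexpressed and 1458 were underexpressed. In A. nidulans the same change gave 2673 and 2589. The 10 most counted genes took 14.7% to 15.7% of the counts in the A. fumigatus WT replicates and 7.73% to 8.03% in the ΔwetA replicates.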

Among the differentially expressed genes (DEGs), 46%, 48%, and 50% were underexpressed and 54%, 52%, and 50% were overexpressed in the Δ*wetA* conidia compared to the WT conidia in A. nidulans, A. fumigatus, and A. flavus, respectively (Table 2).

**TABLE 2:** Summary of DEGs in the three *Aspergillus* Δ*wetA* conidial species

Gene category	No. (%) of genes		
	A. nidulans	A. fumigatus	A. flavus
Unaffected	5,246 (48)	4,374 (43)	7,730 (57)
Differentially expressed	5,742 (52)	5,756 (57)	5,755 (43)
Overexpressed in mutant Δ*wetA*	3,107 (28)	2,998 (30)	2,899 (21)
Underexpressed in mutant Δ*wetA*	2,635 (24)	2,758 (27)	2,856 (21)
			
Total	10,988	10,130	13,485

Functional category analysis was carried out by determining Gene Ontology (GO) terms that were enriched in DEGs. Specifically, the biological process GO categories that were enriched in the Δ*wetA* conidia included “asexual sporulation,” “secondary metabolic process,” and “toxin biosynthetic process.” Moreover, over 70% of all genes in the cellular component GO category “fungal-type cell wall” were also regulated in each species. These top enriched GO categories are consistent with the phenotypes of the Δ*wetA* mutants, suggesting that WetA plays a key role in carbohydrate metabolism, secondary metabolism, and conidial wall integrity (30).

To explore the conserved and diverged regulatory roles of WetA, we examined the mRNA expression profiles of orthologous groups of genes (orthogroups) in the three *Aspergillus* genomes. A total of 8,978 orthogroups were identified, and 6,466 of these contained orthologs in all three species. Of the 8,978 total orthogroups, 7,301 (81%) had at least one gene that showed differential expression in the Δ*wetA* conidia, but only 1,294 orthogroups showed consistent WetA regulation (i.e., all orthologs in the group were either overexpressed or underexpressed).

The enriched GO categories of the 1,294 orthogroups whose genes showed the same differential expression pattern suggest that WetA is functionally conserved in controlling stress response, pigmentation, spore trehalose formation, cell wall organization, and cellular development, which are also consistent with the phenotypes observed in Δ*wetA* strains. In contrast, the remaining 6,007 WetA-regulated orthogroups showed divergent differential expression patterns, implying that a substantial portion of the WetA-controlled GRN has functionally diverged among the three species. Furthermore, of the 6,466 *Aspergillus* orthogroups that contain orthologs in all three species, only 788 exhibited a conserved pattern of differential expression (i.e., all genes were either overexpressed or underexpressed in the Δ*wetA* conidia in all three species) (Fig. 2; see also Table S2 in the supplemental material).

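Table S2 pairs the genes of the orthogroups with the conserved pattern by direction. Of its 795 A. nidulans genes, 427 of 434 listed as overexpressed and 358 of 361 listed as underexpressed were called in that direction. The A. fumigatus list holds 802 genes, of which 440 of 440 and 352 of 362 were called in the listed direction. No listed gene in either species was called in the opposite direction, a count of 0. The paper chose these genes from the same counts with the same thresholds, so this outcome was largely fixed in advance. The third species was not analysed here.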

**FIG 2:**
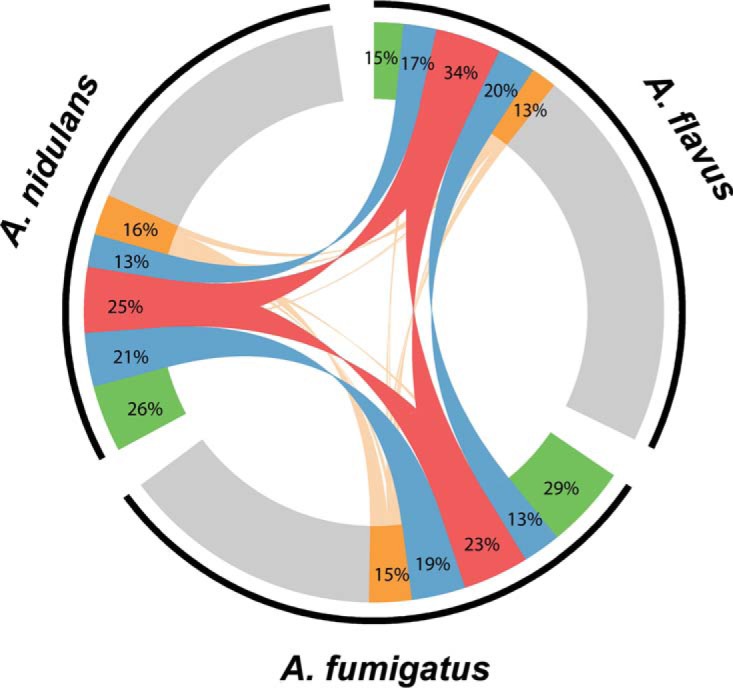
Overview of the WetA-regulated orthologs in A. nidulans, A. fumigatus, and A. flavus. The 20,288 genes belonging to 6,566 orthogroups that possessed at least one member from A. nidulans, A. fumigatus, and A. flavus are represented by the black arcs next to their respective species labels. Gray, orthologs whose expression did not change between Δ*wetA* and WT conidia. Green, orthologs that were differentially expressed in only one species. Blue, genes that showed the same differential expression pattern in two of the three species. Red, genes that showed the same differential expression pattern in all three species. Orange, genes that showed a divergent differential pattern in two or more species. Lines connect expressed genes from the same orthogroup. Percentages represent the fractions of regulated orthologs from that species that belong to each category.

10.1128/mBio.01130-18.1 TABLE S1  *Aspergillus* strains and oligonucleotides used in this study. Download TABLE S1, DOCX file, 0.02 MB. Copyright © 2018 Wu et al. 2018 Wu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.01130-18.2 TABLE S2  List of conserved WetA-regulated orthogroups. Download TABLE S2, DOCX file, 0.1 MB. Copyright © 2018 Wu et al. 2018 Wu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### WetA-regulated genes involved in asexual development, signal transduction, and conidial integrity are divergently regulated among aspergilli.

To explore the conserved and diverged molecular roles of WetA in conidiation in the three species, we examined mRNA levels of genes related to asexual development, signal transduction, and conidial integrity (Fig. 3; see also Table S3), phenotypes previously implicated to be controlled by WetA (8, 10–13, 20–22, 26, 30, 35).

**FIG 3:**
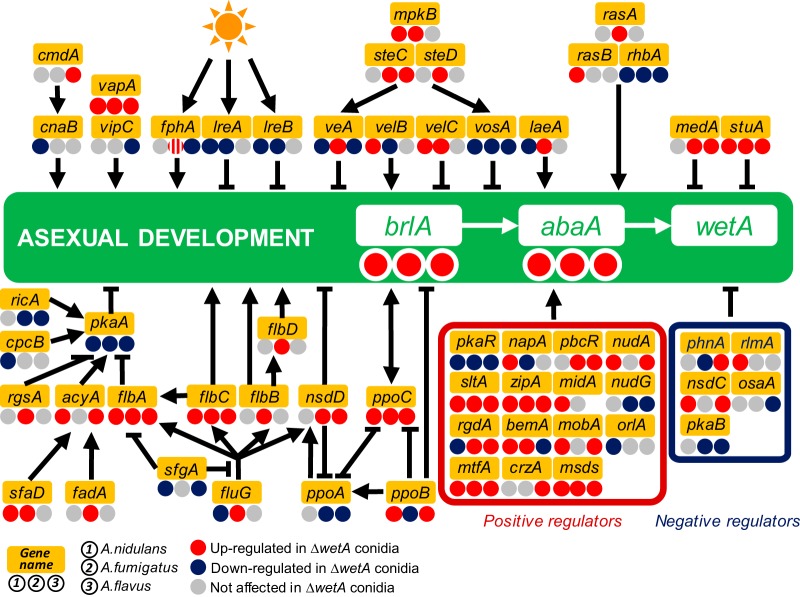
WetA-mediated regulation of asexual development in the three *Aspergillus* species. A schematic diagram of the WetA-mediated regulatory model of conidiation is shown. Genes with increased, decreased, and unaffected mRNA levels in the Δ*wetA* conidia are labeled with red (WetA-inhibited), blue (WetA-activated), and gray (not affected by WetA) circles, and the WetA-regulatory effects in the Δ*AniwetA*, Δ*AfuwetA*, and Δ*AflwetA* conidia are listed under the gene names at the left, middle, and right, respectively. There are two orthologs of *fphA* in A. fumigatus; one is WetA inhibited, and the other is not regulated by WetA.

10.1128/mBio.01130-18.3 TABLE S3  DEGs related to asexual development in the Δ*wetA* conidia. Download TABLE S3, DOCX file, 0.04 MB. Copyright © 2018 Wu et al. 2018 Wu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Our data show that WetA negatively regulates asexual development in conidia produced by species across the genus *Aspergillus* via a negative-feedback loop that represses the pathway’s upstream regulator, *brlA*. 

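In A. nidulans, brlA (AN0973) had 17.3 ± 1.12 CPM (SD, n = 4) in WT conidia and 1728 ± 209 CPM (SD, n = 4) in the ΔwetA conidia, a log2 fold change of 6.65 (standard error 0.14, adjusted p = 1.78e-09). Its ortholog in A. fumigatus (Afu1g16590) had 568 ± 29.0 CPM (SD, n = 3) in WT conidia and 2253 ± 98.7 CPM (SD, n = 3) in the ΔwetA conidia, a log2 fold change of 1.99 (standard error 0.08, adjusted p = 2.34e-09). For abaA, the level in A. nidulans (AN0422) was 9.17 ± 0.881 CPM (SD, n = 4) in WT conidia and 283 ± 42.1 CPM (SD, n = 4) in the ΔwetA conidia, a log2 fold change of 4.95 (standard error 0.15, adjusted p = 8.86e-09). The A. fumigatus abaA (Afu1g04830) had 15.0 ± 0.343 CPM (SD, n = 3) in WT conidia and 205 ± 8.45 CPM (SD, n = 3) in the ΔwetA conidia, a log2 fold change of 3.78 (standard error 0.07, adjusted p = 1.55e-11). All ΔwetA replicates were above all WT replicates for both genes in both species. With each replicate left out in turn, the log2 fold change of brlA stayed between 6.58 and 6.71 in A. nidulans and between 1.96 and 2.04 in A. fumigatus. The increase was larger in A. nidulans for both genes, by a species-by-genotype test on ortholog pairs (difference of -4.66, adjusted p = 1.68e-11 for brlA and -1.17, adjusted p = 1.26e-05 for abaA, A. fumigatus minus A. nidulans). The abaA difference depended on the normalization. TMM factors in A. fumigatus were 0.741 to 0.745 in the WT and 1.31 to 1.37 in the ΔwetA replicates, so library totals raise its log2 fold changes. Scaled by library totals, the abaA difference was smaller than 1 on the log2 scale, while the brlA increase stayed larger in A. nidulans.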

Specifically, both *brlA* expression and *abaA* expression are increased in the Δ*wetA* conidia relative to the WT in all three species (Fig. 3). However, to achieve the conserved repression of *brlA* and *abaA* mRNA accumulation, WetA regulates *brlA* upstream regulatory networks in a species-specific manner. 

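In A. nidulans, vosA (AN1959) had 644 ± 9.65 CPM (SD, n = 4) in WT conidia and 62.6 ± 1.14 CPM (SD, n = 4) in the ΔwetA conidia, a log2 fold change of -3.36 (standard error 0.07, adjusted p = 1.75e-09), and in A. fumigatus (Afu4g10860) it had 401 ± 14.9 CPM (SD, n = 3) in WT conidia and 42.9 ± 2.73 CPM (SD, n = 3) in the ΔwetA conidia, a log2 fold change of -3.23 (standard error 0.08, adjusted p = 6.91e-11). No difference between the species was found under TMM (difference of 0.14, adjusted p = 0.218). This result depended on the normalization. Scaled by library totals, vosA decreased less in A. fumigatus than in A. nidulans. The log2 fold change of veA was -2.45 in A. nidulans (adjusted p = 1.22e-06) and 2.49 in A. fumigatus (adjusted p = 8.56e-09), and that of laeA was -2.96 (adjusted p = 3.76e-07) and 2.98 (adjusted p = 4.02e-10). For velB it was 1.06 in A. nidulans and -2.15 in A. fumigatus. The velB call in A. nidulans was lost in 2 of the 8 fits that each left out a replicate, in which its log2 fold change ranged between 0.94 and 1.18. In 2 fits chosen after seeing the data, it was 0.66 with only ΔwetA replicates 1 and 3 and 1.36 with only replicates 2 and 4. velC was overexpressed in both species, with log2 fold changes of 2.35 and 1.13. The effect differed between the species for veA (difference of 4.95, adjusted p = 1.99e-10), laeA (5.93, adjusted p = 1.14e-11), velB (-3.21, adjusted p = 1.36e-08) and velC (-1.21, adjusted p = 7.93e-05). Scaled by library totals, the velC difference was smaller than 1 on the log2 scale.

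**Figure D1:**
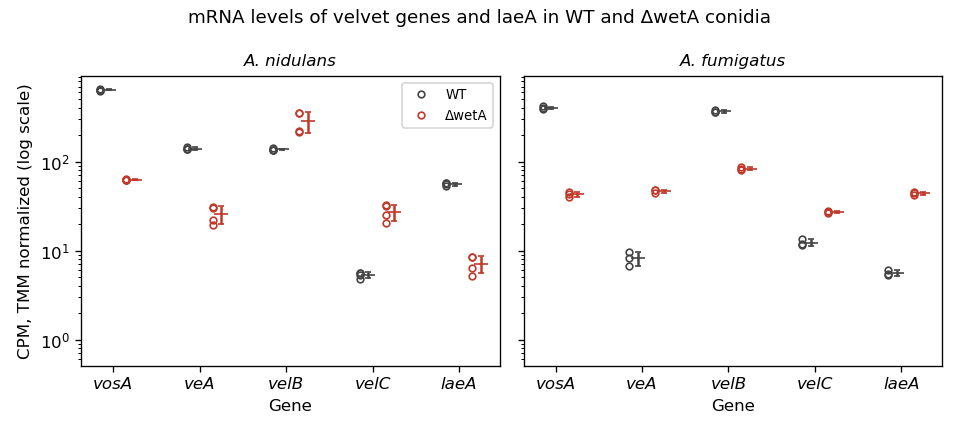
CPM of vosA, veA, velB, velC and laeA (log scale) in each replicate of WT and ΔwetA conidia, with the mean and SD beside the points. In A. nidulans veA fell from 140.3 to 25.6 CPM, and in A. fumigatus it rose from 8.22 to 46.6 CPM.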

For example, in the *velvet* protein family and complex, *vosA* was consistently underexpressed in the three Δ*wetA* conidia, but the WetA effects on *veA*, *velB*, *velC*, and *laeA* expression were not conserved in each species. Similarly, the light-dependent regulators were differentially regulated by WetA. The blue-light-dependent regulators *lreA* and *lreB* were unaffected in the A. flavus Δ*wetA* (Δ*AflwetA*) conidia but were repressed in both the A. nidulans Δ*wetA* (Δ*AniwetA*) and A. fumigatus Δ*wetA* (Δ*AfuwetA*) conidia. 

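The mRNA level of lreA in A. nidulans (AN3435) was 147 ± 7.28 CPM (SD, n = 4) in WT conidia and 17.6 ± 5.5 CPM (SD, n = 4) in the ΔwetA conidia, a log2 fold change of -3.06 (standard error 0.22, adjusted p = 1.85e-06). For lreB (AN3607) it was 42.0 ± 1.03 CPM (SD, n = 4) in WT conidia and 19.8 ± 6.11 CPM (SD, n = 4) in the ΔwetA conidia, a log2 fold change of -1.08 (standard error 0.20, adjusted p = 9.97e-04), and 2 of the 8 fits that each left out a replicate put its log2 fold change above -1 (between -1.26 and -0.93). With only ΔwetA replicates 1 and 3 it was -1.51, and with only replicates 2 and 4 it was -0.76, short of the fold change threshold (fits chosen after seeing the data). In A. fumigatus, the log2 fold changes of lreA (Afu3g05780) and lreB (Afu4g12690) were -1.67 (adjusted p = 4.47e-09) and -3.37 (adjusted p = 7.76e-10). The A. fumigatus lreA had 1726 to 1957 counts in the WT and 976 to 1206 in the ΔwetA replicates. Scaled by library totals in place of TMM factors, its decrease was short of the fold change threshold. All ΔwetA replicates were below all WT replicates for both genes in both species.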

Taking the data together, the WetA-mediated feedback repression of asexual development is functionally conserved across the genus *Aspergillus* but the specific GRNs appear to have diverged during the evolution of the genus *Aspergillus*.

Our previous study showed that *Afl*WetA is involved in regulating G-protein regulatory pathways (30). 

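Of the named G-protein pathway genes, gprC, gprG and flbA were overexpressed and gprF, nopA and pkaA were underexpressed in the ΔwetA conidia of both species. The log2 fold changes in A. nidulans were 1.83 for gprC, 2.70 for gprG, 4.08 for flbA, -3.61 for gprF, -1.19 for nopA and -2.38 for pkaA. Those in A. fumigatus were 4.57, 3.94, 2.76, -2.73, -3.46 and -3.41 in the same order. The highest adjusted p among these was 0.00893, for nopA in A. nidulans, whose level was 1752 ± 36.6 CPM (SD, n = 4) in WT conidia and 766 ± 380.1 CPM (SD, n = 4) in the ΔwetA conidia. In fits chosen after seeing the data, the A. nidulans nopA had a log2 fold change of -0.70 with only ΔwetA replicates 1 and 3, short of the threshold, and -2.01 with only replicates 2 and 4. The level of gprC was low, with 0.594 ± 0.61 CPM (SD, n = 3) in WT conidia and 14.4 ± 0.0955 CPM (SD, n = 3) in the ΔwetA conidia in A. fumigatus. Its counts there were 2, 17 and 4 in WT replicates 1 to 3. With each replicate left out in turn, its log2 fold change in A. fumigatus ranged between 4.08 and 5.88. Of the genes in Table S4, 13 of 18 in A. nidulans and 16 of 17 in A. fumigatus were DEGs. The paper lists genes there as DEGs, so these are not shares of all G-protein pathway genes. Among 17 ortholog pairs in Table S4, 15 had an effect that differed between the 2 species by more than 1 on the log2 scale (adjusted p under 0.05), and 2 had opposite calls.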

Expanding this analysis in the three *Aspergillus* species showed that *gprC*, *gprF*, *gprG*, *nopA*, *flbA*, and *pkaA* were consistently differentially regulated in the Δ*wetA* conidia, while other members in the G-protein regulatory pathways either were not affected by WetA or showed species-specific regulatory patterns in the Δ*wetA* conidia (Table S4).

10.1128/mBio.01130-18.4 TABLE S4  G-protein pathway-related DEGs in the Δ*wetA* conidia in three *Aspergillus* species. Download TABLE S4, DOCX file, 0.02 MB. Copyright © 2018 Wu et al. 2018 Wu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

WetA is involved in other signal transduction pathways. A total of 110, 126, and 92 kinase-encoding genes were differentially expressed in the Δ*AniwetA*, Δ*AfuwetA*, and Δ*AflwetA* conidia, respectively; however, only 21 of them were consistently over- or underexpressed in the Δ*wetA* conidia of all three species (Table S5). Similarly, 132, 153, and 142 putative TF-encoding genes in each species were differentially expressed in Δ*AniwetA*, Δ*AfuwetA*, and Δ*AflwetA* conidia, respectively; however, only 32 were consistently over- or underexpressed in the Δ*wetA* conidia of all three species (Table S6).

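Among the kinase-encoding genes listed in Table S5, 107 of 171 in A. nidulans were DEGs (61 overexpressed and 46 underexpressed), and 123 of 168 in A. fumigatus were (74 overexpressed and 49 underexpressed). Table S5 lists kinases that the paper calls differentially expressed in at least 1 species. These numbers, and those of the ortholog pairs, are therefore not shares of all kinases. Of 152 kinase ortholog pairs tested in both species, 32 were overexpressed in both, 15 were underexpressed in both, 13 had opposite calls and 79 were DEGs in one species. The effect itself differed between the species by more than 1 on the log2 scale for 94 pairs, by the species-by-genotype test (adjusted p under 0.05).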

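Table S6 lists 204 TF-encoding genes in A. nidulans, of which 78 were overexpressed and 54 underexpressed, 132 DEGs in all. In A. fumigatus, 155 of 216 were DEGs, 95 overexpressed and 60 underexpressed. Table S6 also holds only genes that the paper calls in at least 1 species, so these are not shares of all TFs. TF ortholog pairs numbered 170. Both members were overexpressed in 38 and underexpressed in 15, and calls were opposite in 19. The species-by-genotype test found a difference of more than 1 on the log2 scale (adjusted p under 0.05) for 108 of the TF pairs.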

10.1128/mBio.01130-18.5 TABLE S5  Kinases differentially expressed in the Δ*wetA* conidia. Download TABLE S5, DOCX file, 0.1 MB. Copyright © 2018 Wu et al. 2018 Wu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.01130-18.6 TABLE S6  Transcription factors differentially expressed in the Δ*wetA* conidia. Download TABLE S6, DOCX file, 0.1 MB. Copyright © 2018 Wu et al. 2018 Wu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We further investigated the mRNA levels of the genes in the secondary metabolite gene (SMG) clusters in each species (30, 36, 37) (Table S7). 

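With the ID ranges of Table S7 expanded to genes, 63 of 67 SMG clusters in A. nidulans (94.0%) and 32 of 33 in A. fumigatus (97.0%) held at least 1 DEG. In A. nidulans, 219 of the 494 cluster genes were DEGs (116 overexpressed, 103 underexpressed), and in A. fumigatus 212 of 308 were (135 overexpressed, 77 underexpressed). Every gene was a DEG in 1 A. nidulans cluster and 7 A. fumigatus clusters, of which 6 were overexpressed and 1 was underexpressed throughout. Without the filter on low counts this number was 6 in A. nidulans and 7 in A. fumigatus. Among tested genes, 66.6% of cluster genes and 56.5% of other genes were DEGs in A. nidulans (Fisher's exact test, two-sided, odds ratio 1.53, p = 2.78e-04). The shares in A. fumigatus were 78.2% and 59.8% (Fisher's exact test, two-sided, odds ratio 2.41, p = 2.86e-10). Both tests count genes as independent although some clusters changed as a whole, so these p-values may be too small. Only 329 of the 494 A. nidulans cluster genes were tested. With untested genes included, 219 of 494 is a lower share than the 48.3% of all A. nidulans genes. In A. fumigatus, 212 of 308 is a higher share than the 55.7% of all genes. The higher share in A. nidulans clusters thus holds among tested genes only.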

In total, 96% (64/67), 100% (33/33), and 92% (68/74) of SMG clusters in the Δ*AniwetA*, Δ*AfuwetA*, and Δ*AflwetA* conidia, respectively, had at least one gene that showed altered mRNA expression levels (Table 3). One of the SMG backbone genes, *wA*, is conserved in all three species, and it encodes a polyketide synthase (PKS) necessary for the formation of a key conidial pigment (38). Previous studies showed that *wA* is activated by WetA (20), consistent with the colorless conidia phenotype of the Δ*wetA* mutants. 

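In A. nidulans, wA (AN8209) had 3342 ± 221 CPM (SD, n = 4) in WT conidia and 105 ± 16.4 CPM (SD, n = 4) in the ΔwetA conidia, a log2 fold change of -4.99 (standard error 0.16, adjusted p = 1.25e-08). The A. fumigatus gene (Afu2g17600) had 595 ± 1.7 CPM (SD, n = 3) in WT conidia and 1447 ± 205 CPM (SD, n = 3) in the ΔwetA conidia, a log2 fold change of 1.28 (standard error 0.10, adjusted p = 5.69e-07). All ΔwetA replicates were below all WT replicates in A. nidulans and above them in A. fumigatus. The log2 fold change in A. fumigatus stayed between 1.19 and 1.38 with each replicate left out in turn. The difference between the species was 6.28 (adjusted p = 1.14e-11). From the opposite directions, the paper proposes that regulation of the pigmentation pathway in A. fumigatus differs from that in the other species.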

Although *wA* was underexpressed in the Δ*AniwetA* and Δ*AflwetA* conidia as expected, it was overexpressed in Δ*AfuwetA* conidia, suggesting that the regulation of the conidial pigmentation pathway in A. fumigatus differs from that in the other two species.

10.1128/mBio.01130-18.7 TABLE S7  Secondary metabolite cluster—gene list. Download TABLE S7, DOCX file, 0.03 MB. Copyright © 2018 Wu et al. 2018 Wu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**TABLE 3:** WetA-mediated SMG regulation

Parameter	Result(s)		
	A. nidulans	A. fumigatus	A. flavus
Total cluster no.	67	33	74
No. (%) of clusters with at least one WetA-regulated gene	64 (96)	33 (100)	68 (92)
No. (%) of clusters not regulated by WetA	3 (4): cluster 41, cluster 56, cluster 63	0 (0)	6 (8): cluster 2, cluster 5, cluster 14, cluster 19, cluster 38, cluster 68
No. (%) of clusters where every gene was regulated by WetA	5 (7): emericellamide, terriquinone, cluster 26, cluster 37, cluster 60	8 (24): ferricrocin, DHN melanin, fumigaclavine, endocrocin, helvolic acid, fumisoquin, fumiquinazolines, cluster 31	8 (11): cluster 23, cluster 35, cluster 41, cluster 46, cluster 48, cluster 52, cluster 54, cluster 71
No. (%) of clusters where the whole cluster is up-regulated in Δ*wetA* conidia	2 (3): emericellamide, terriquinone, cluster 26	6 (18): ferricrocin, DHN melanin, endocrocin, helvolic acid, fumisoquin, fumiquinazolines	1 (1): cluster 71
No. (%) of clusters where the whole cluster is down-regulated in Δ*wetA* conidia	0 (0)	1 (3): cluster 31	2 (3): cluster 23, cluster 52

Finally, we examined the expression levels of genes involved in conidial content and conidial wall integrity. Most of the DEGs associated with trehalose biosynthesis were underexpressed in the Δ*wetA* conidia in all three species, while *treA*, involved in trehalose degradation, was overexpressed in the Δ*AniwetA* and Δ*AfuwetA* conidia but underexpressed in the Δ*AflwetA* conidia (Fig. 4). 

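The trehalose biosynthesis genes tpsA, tpsC and orlA were underexpressed in the A. nidulans ΔwetA conidia, with log2 fold changes of -1.64, -1.52 and -2.93 (highest adjusted p = 1.93e-05). In A. fumigatus, tpsA, tpsB and tpsC had log2 fold changes of -2.04, -1.78 and -2.58, with the highest adjusted p at 3.98e-09. With library totals in place of TMM factors, tpsB had -0.92 and lost its call. The A. fumigatus orlA (Afu3g05650) fell by 0.43 on the log2 scale (adjusted p = 0.00118), short of the fold change threshold, and its sign reversed to 0.43 with library totals.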

Loss of *wetA* resulted in overexpression of almost all genes involved in the biosynthesis of chitin and β-(1,3)-glucan, but genes involved in the biosynthesis and degradation of α-(1,3)-glucan were both overexpressed and underexpressed relative to the WT (Fig. 4).

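Of the chitin biosynthesis genes that Fig. 4 or Table S3 gives with an identifier, 5 of 6 in A. nidulans and 3 of 3 in A. fumigatus were overexpressed. The exception was chsA in A. nidulans (AN4566), with 70.9 ± 1.87 CPM (SD, n = 4) in WT conidia and 140.4 ± 63.7 CPM (SD, n = 4) in the ΔwetA conidia, a log2 fold change of 0.98 (standard error 0.30, adjusted p = 0.0135), short of the fold change threshold. It passed with RLE size factors, with DESeq2 without a prior, with at least 10 counts in every replicate, and without ΔwetA replicate 2 or 4. Its log2 fold change was 1.44 with only ΔwetA replicates 1 and 3 and 0.26 with only replicates 2 and 4, in fits chosen after seeing the data. The largest changes were those of chsG, with log2 fold changes of 2.53 in A. nidulans and 4.06 in A. fumigatus. Of the β-(1,3)-glucan synthesis genes with an identifier, AN8846 had a log2 fold change of 1.78, and Afu3g13200 and Afu8g02130 had 2.40 and 3.32.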

**FIG 4:**
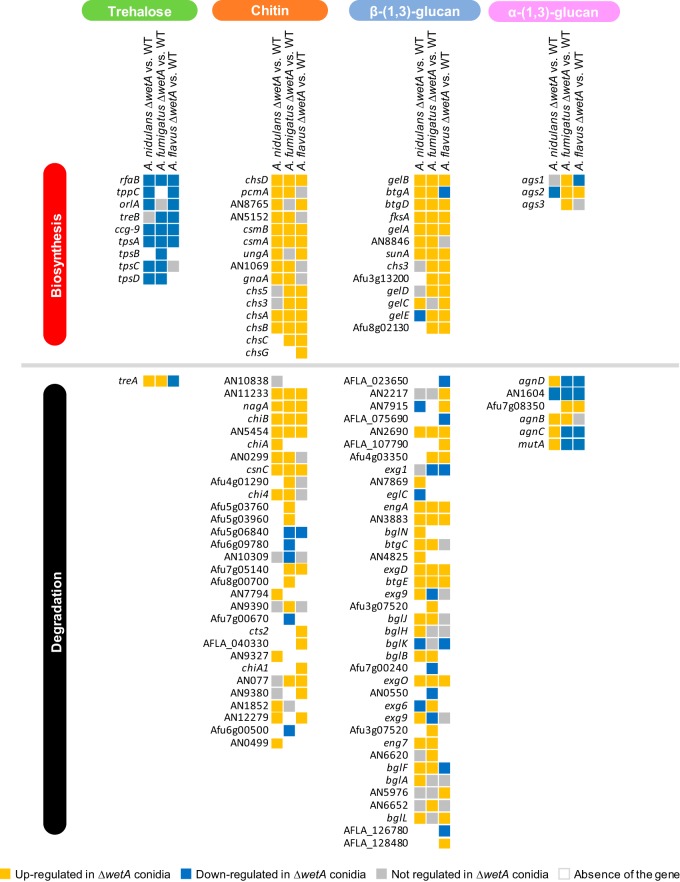
WetA-regulatory effects on trehalose, chitin, β-(1,3)-glucan, and α-(1,3)-glucan metabolism in *Aspergillus* species.

Moreover, our results show that WetA is a key regulator of hydrophobins, 1,8-dihydroxynaphthalene (DHN)-melanin biosynthesis, and pyomelanin biosynthesis. Somewhat unexpectedly, although we observed the conserved “wet” and “white” phenotypes of the Δ*wetA* conidia in all three species, all of the genes proposed to be related to the “wet” (hydrophobin) and “white” (DHN-melanin and pyomelanin) phenotypes were overexpressed in the Δ*AfuwetA* conidia (Fig. 5).

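In A. fumigatus, 6 of 6 genes of the DHN-melanin cluster of Table S7 were overexpressed, with log2 fold changes between 1.28 and 3.58 under TMM. The same number were overexpressed under RLE, upper-quartile and library-total scaling. All 6 hydrophobin genes were overexpressed as well. The pyomelanin genes could not be matched to identifiers and were not examined. For comparison, in A. nidulans rodA (AN8803) had 140.0 ± 3.45 CPM (SD, n = 4) in WT conidia and 18066 ± 3298 CPM (SD, n = 4) in the ΔwetA conidia, a log2 fold change of 7.01 (standard error 0.20, adjusted p = 7.18e-09), and dewA (AN8006) had 3017 ± 378 CPM (SD, n = 4) in WT conidia and 4.15 ± 0.691 CPM (SD, n = 4) in the ΔwetA conidia, a log2 fold change of -9.51 (standard error 0.20, adjusted p = 1.76e-09).

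**Figure D2:**
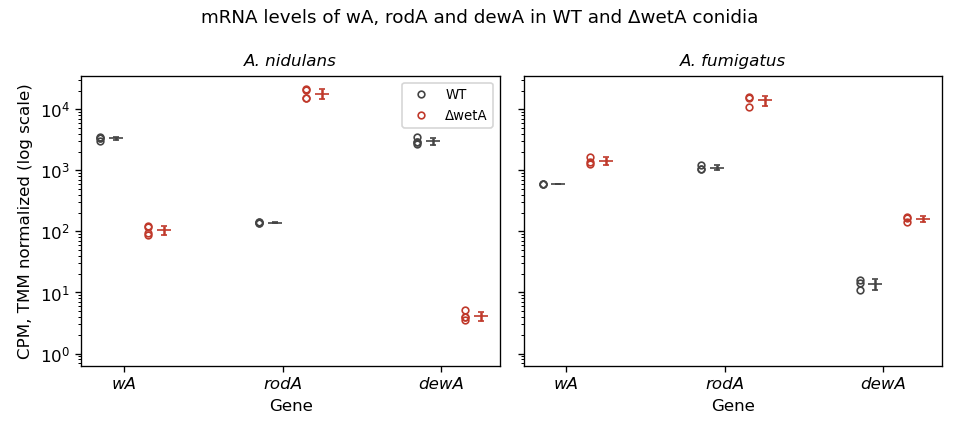
CPM of wA, rodA and dewA (log scale) in each replicate of WT and ΔwetA conidia, with the mean and SD beside the points. The mean CPM of dewA fell from 3017 to 4.15 in A. nidulans, and its A. fumigatus ortholog rose from 13.7 to 159.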

**FIG 5:**
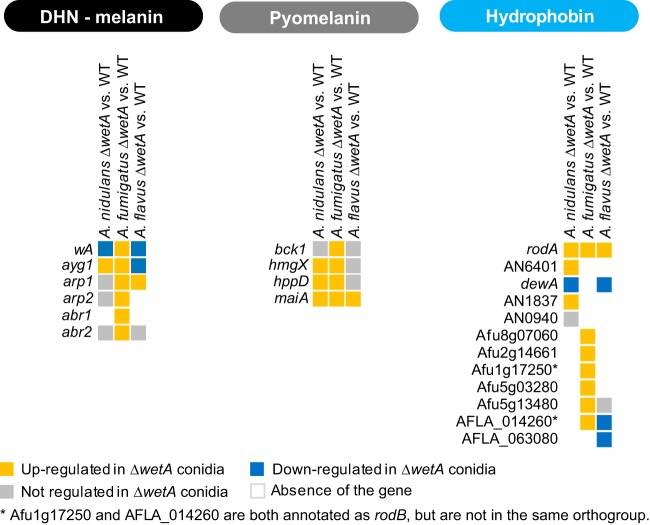
WetA-regulatory effects on DHN-melanin, pyomelanin, and hydrophobin biosynthesis in *Aspergillus* species.

### Identification of WetA response elements (WREs).

To better understand WetA regulatory mechanisms in conidia, we carried out chromatin immunoprecipitation (ChIP) experiments followed by high-throughput sequencing of the enriched DNA fragments (ChIP-seq) in the A. nidulans conidia. We identified 157 peaks from two independent ChIP-seq experiments, using a false-discovery-rate (FDR) (*q* value) cutoff of less than or equal to 0.001 and a fold change (FC; sample tag counts divided by input tag counts) cutoff of greater than or equal to 2. Of the 157 peaks, 135 were located in at least one of the following: a protein coding region, an intron, an upstream region, or a downstream region (Table S8). Upstream and downstream regions were defined as locations within 1.5 kb of the translation start or stop site, respectively. Many peaks were located within multiple features due to the condensed nature of the A. nidulans genome; therefore, 212 genes were considered “peak associated.” Only a few peaks were located within protein coding regions (18) or introns (5); however, 105 peaks were in upstream regions and 59 peaks were in downstream regions. 

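Of the 212 peak-associated genes in Table S8, 134 were DEGs in A. nidulans, 72 overexpressed and 62 underexpressed. Of the 131 genes with a peak upstream, 84 were DEGs. Among tested genes the share was 64.7% of 207 peak-associated genes and 56.7% of 9118 others (Fisher's exact test, two-sided, odds ratio 1.4, p = 0.023). Random gene lists matched on mean expression held 100 to 153 DEGs with a mean of 127, and 1752 of 10000 held at least 134. Across 19 ways of fitting the counts, the odds ratio was between 1.35 and 1.67, with an unadjusted p under 0.05 in 18. Matched lists were drawn for each of these fits after the data were seen, and 808 to 3323 of 10000 held at least as many DEGs as the peak-associated genes. The ChIP-seq data were not analysed here.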

Of the 212 peak-associated genes, 139 showed differential expression in the A. nidulans transcriptome sequencing (RNA-seq) data set. Multiple previously described genes are in the list of peak-associated genes, including *flbA*, *mtfA*, *nopA*, *velB*, *sfaD*, *wetA*, *vosA*, *hsp70*, *srbA*, and *tpsA* (Table S8).

10.1128/mBio.01130-18.8 TABLE S8  A. nidulans WetA ChIP-seq peak-associated genes. Download TABLE S8, DOCX file, 0.1 MB. Copyright © 2018 Wu et al. 2018 Wu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

A putative WRE was predicted by MEME-ChIP (39). The 100 bp surrounding the summits of all peaks was used as the input for the MEME-ChIP analysis. The only statistically significant motif identified (E value = 8.8e−8) was 5′-CCGYTTGCGGC-3′, and it exists in the upstream region of *AniwetA* (Fig. 6C). Potential *Ani*WetA-recognized regions were identified by searching for the predicted motif in the upstream regions of open reading frames (ORFs) in the A. nidulans genome with FIMO (40). In total, 2,217 genes were predicted to contain the WRE within their upstream regions in A. nidulans (Table S9). We further carried out ChIP quantitative PCR (ChIP-qPCR) to validate the ability of *Ani*WetA to associate with the WRE and observed a significant enrichment of DNA in our WetA ChIP samples relative to control samples for WRE sequences found upstream of AN8643, AN0663, and *AniacuF* (AN1918) (Fig. 6D). Functional analysis shows that many biological processes were enriched in the large list of potential *Ani*WetA-targeted genes, including the “trehalose metabolic process” and “cell wall mannoprotein biosynthetic process,” consistent with what is known about WetA function in conidiation.

10.1128/mBio.01130-18.9 TABLE S9  Genes containing a WRE in their 1.5-kb upstream regions. Download TABLE S9, DOCX file, 0.4 MB. Copyright © 2018 Wu et al. 2018 Wu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 6:**
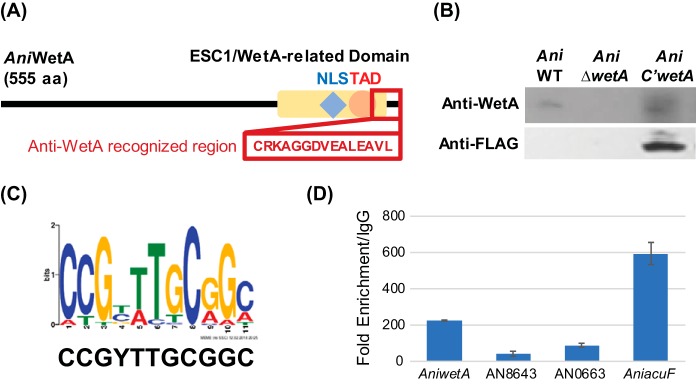
Identification of WetA regulatory element. (A) Diagram of the recognized region of the customized anti-WetA polyclonal antibodies. The recognized anti-WetA region overlaps part of the highly conserved Esc1/WetA-related domain near the WetA C-terminus. (B) Western blot analysis of the crude proteins of conidia from A. nidulans WT, Δ*wetA*, and TMY3 strains using anti-WetA and anti-FLAG polyclonal antibodies. The TMY3 strain expresses WetA::3xFLAG and can be recognized by both anti-WetA and anti-FLAG polyclonal antibodies. The results validated the specificity of the customized anti-WetA polyclonal antibodies. (C) The predicted WetA response element (WRE) and its WebLogo. (D) ChIP-qPCR analysis demonstrates the *Ani*WetA DNA-associating capability of the upstream regions of *AniwetA* (AN1937), AN8643, AN0663, and *AniacuF* (AN1918). Data are presented as fold change compared with rabbit IgG-enriched DNA fragments. Data presented are means ± standard deviations (SD), *n* = 3.

To investigate the expression profile of potential *Ani*WetA target genes in conidia, data from the transcriptomic analysis were utilized. In total, 1,176 WRE-containing genes, including 2 G-protein signaling pathway-associated genes, 22 conidial integrity-associated genes, 14 putative kinase-encoding genes, 22 putative transcription factor-encoding genes, 5 SMG backbone genes, and 11 asexual development-associated genes, were differentially expressed in A. nidulans (Table 4).

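Table S9 lists 2188 A. nidulans genes with a WRE, of which 1090 were DEGs, 519 overexpressed and 571 underexpressed. The list is shorter than the number of genes in the paper's text, and only listed genes were counted as WRE-containing. Among tested genes, 56.2% of 1938 WRE-containing genes and 57.0% of 7387 others were DEGs (Fisher's exact test, two-sided, odds ratio 0.969, p = 0.554). Across 19 ways of fitting the counts, the odds ratio was between 0.956 and 1.03, and 0 had an unadjusted p under 0.05. Genes with both a peak and a WRE numbered 70, of which 47 were DEGs.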

**TABLE 4:** WetA-targeted DEGs in Δ*AniwetA* conidia

DEG function or product	DEGs
G-protein pathway	*gprC*, *nopA*
Conidial integrity	*tppC*, *ccg-9*, *tpsC*, *treA*, *chsA*, *chiA*, *btgD*, *eglC*, *engA*, *btgC*, *eng7*, *bglA*, *ags2*, *agnD*, *agnC*, *hmgX*, *hppD*, *maiA*, *dewA*, AN0499, AN1069, AN1837
Kinase	*rio2*, *aromA*, *nimO*, *isr1*, *teaR*, *pho80*, *ffkA*, *panK*, *nimX*, AN3619, AN8213, AN8843, AN10188, AN10551
TF	*fcr1*, *aflR*, *dbaA*, *cpcA*, *vosA*, *mdpE*, *wetA*, *zapA*, AN6295, AN1217, AN0817, AN3502, AN3769, AN0094, AN4773, AN6790, AN8111, AN8355, AN8949, AN11169, AN0388, AN10550
SMG backbone(s)	*apdA*, *inpB*, AN0016, AN1242, AN9129
Asexual development	*ams1*, *chsB*, *cnaB*, *cpcB*, *dewA*, *gprC*, *odeA*, *tpsC*, *velB*, *wetA*, *wsc1*

Since the *Aspergillus* WetA proteins have a highly conserved potential DNA-binding domain and have conserved functions in the overall conidiation process, we hypothesized that *Afu*WetA and *Afl*WetA associate with a sequence similar to the *Ani*WetA WRE. We therefore searched for the *Ani*WetA WRE in the A. fumigatus and A. flavus genomes and summarized the results in Fig. 7. 

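Of the 15 genes in Table 5, 15 in A. nidulans and 14 in A. fumigatus were called in the listed direction. The paper chose these genes by their calls in the same counts, so the match is no independent evidence. The one short of the fold change threshold was Afu4g07690, with a log2 fold change of -0.94 (standard error 0.06, adjusted p = 8.51e-08). The largest increase among them was 7.39 for AN6088 in A. nidulans and 5.38 for Afu1g11450 in A. fumigatus. Outside wetA itself, the largest decrease was -3.83 for AN4716 and -2.68 for Afu5g08580.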

Only 15 genes, including *wetA*, that contained a WRE in their upstream 1.5-kb regions in all three species also exhibited consistent differential expression in our RNAseq data (Table 5). To test if WetA from species other than A. nidulans associated with the WRE, we carried out ChIP-qPCR experiments in A. fumigatus and A. flavus that examined the enrichment of WetA at the WRE found upstream of the *wetA* genes in those species. The ChIP-qPCR result demonstrated that WetA recognized the WRE in the *wetA* upstream regions in A. nidulans, A. fumigatus, and A. flavus (Fig. 8B), suggesting that the WRE is conserved and potentially functional in the three *Aspergillus* species. We further searched for WRE occurrences in the 1.5-kb sequence upstream of other *wetA* orthologs in different *Aspergillus* species and other fungal species and found that the WRE in the upstream region of *wetA* genes is completely conserved throughout the family Aspergillaceae (Fig. 8A).

**FIG 7:**
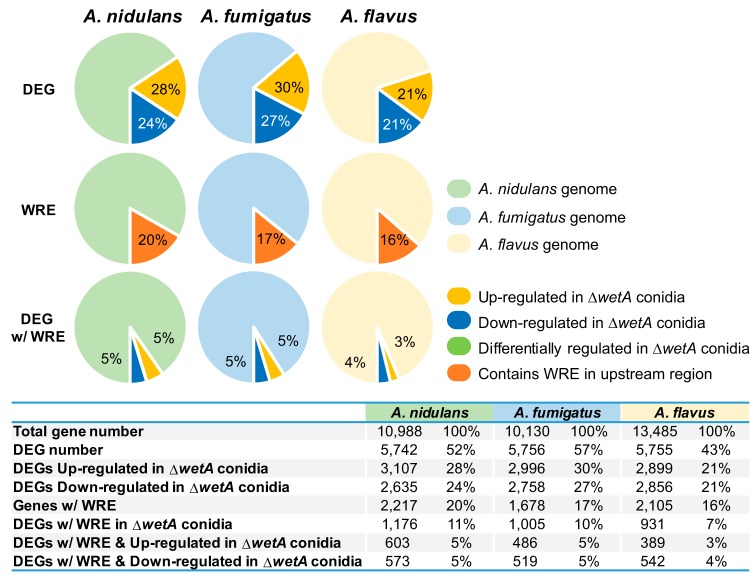
Overlap between DEGs and WRE-containing genes in three *Aspergillus* species. The percentages of genes differentially expressed in the Δ*wetA* conidia (DEG), the percentages of genes that contain predicted WRE sequences in their upstream 1.5-kb regions (WRE), and the DEGs with a WRE in their upstream 1.5-kb regions (DEG w/WRE) are shown. The A. nidulans, A. fumigatus, and A. flavus genes are shown in light green, light blue, and light orange, respectively.

**TABLE 5:** Conserved DEGs with a WRE in aspergilli

DEG category	DEG ID^a^		
	A. nidulans	A. flavus	A. fumigatus
Up-regulated in Δ*wetA* conidia	AN1156	AFLA_068310	Afu1g11450
	AN10598	AFLA_101220	Afu3g07020
	AN6088	AFLA_045760	Afu2g09282
	AN4836	AFLA_102180	Afu3g07290
	AN3752	AFLA_073850	Afu7g04580
			
Down-regulated in Δ*wetA* conidia	AN4464	AFLA_112150	Afu4g07690
	AN1524	AFLA_078640	Afu8g05330
	AN5715	AFLA_127800	Afu1g06770
	AN10265	AFLA_014960	Afu2g15910
	AN10551	AFLA_112710	Afu4g07140
	AN5215	AFLA_087840	Afu6g07490
	AN8763	AFLA_131750	Afu6g02960
	AN9037	AFLA_023560	Afu3g15190
	AN4716	AFLA_091920	Afu5g08580
	AN1937	AFLA_052030	Afu4g13230

a ID, identifier.

**FIG 8:**
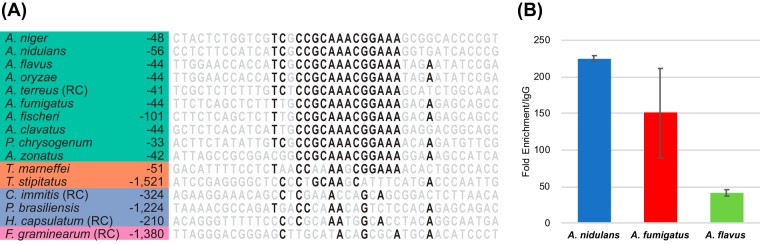
WRE occurrences in the upstream regions of *wetA* orthologs in representative fungi. WRE occurrences were identified in a series of regions located upstream of *wetA* orthologs. (A) Numbers to the left of the sequence indicate at what position relative to the translation start site the sequence shown begins. The sequences shown are from 15 bp upstream of the WRE occurrence that was identified by FIMO (40) with the lowest *P* value to 14 bp downstream of the WRE occurrence. Bases are colored black if they are conserved in at least 60% of the species. Green—Aspergillaceae. Orange—Trichocomaceae. Blue—Onygenales. Purple—Sodariomycete. (RC)—reverse complement. (B) ChIP-qPCR analysis demonstrated that WetA occupies *wetA* promoters in A. nidulans, A. fumigatus, and A. flavus. Data are presented as fold change compared with rabbit IgG-enriched DNA fragments. Data presented are means ± SD, *n* = 3.

Taking the results together, we conclude that WetA regulates the *Aspergillus* conidial transcriptomes through both direct and indirect methods and controls species-specific GRNs to achieve conserved and diverged functions.

## DISCUSSION

While WetA is well known as the key regulator of multiple cellular and chemical developmental processes in Ascomycetes (7–23,30), the regulatory mechanisms that it employs are not known. In this study, we investigated the roles of WetA-mediated GRNs in the model organism A. nidulans, the human pathogen A. fumigatus, and the aflatoxin producer A. flavus and further identified a potential WetA binding motif in A. nidulans.

Previous studies suggested that *Ani*WetA is required for activating a set of genes whose products comprise, or direct the assembly of, the conidial wall layers and also ensure proper cytoplasmic metabolic remodeling, including massive trehalose biogenesis (20, 22, 41). We also reported that *Afl*WetA is involved in the regulation of conidial secondary metabolism and hypothesized that this was done by WetA controlling a group of TFs and signaling pathways (30). Our RNA-seq results reported here show that 52%, 57%, and 43% of A. nidulans, A. fumigatus, and A. flavus transcriptomes were differentially regulated in the Δ*wetA* conidia, respectively, suggesting a broad regulatory role for WetA in aspergilli (Table 2). While *Ani*WetA, *Afu*WetA, and *Afu*WetA are functionally conserved in many aspects of developmental processes in conidia, the specific genes regulated by WetA are divergent in each species. Although WetA regulates a large number of common orthogroups in aspergilli, only 9% of *Aspergillus* orthogroups were consistently all over- or underexpressed in Δ*wetA* conidia from the three species, suggesting that while the WetA-mediated regulation is functionally conserved, the WetA-mediated GRNs have been highly rewired (Fig. 2).

An example of a divergent WetA-mediated GRN whose output is the conserved regulation of a biological process is the GRN associated with *Aspergillus* asexual development (Fig. 3). In all three species, loss of *wetA* leads to increased levels of the central regulator *brlA* in conidia and shuts down asexual development. However, the set of regulatory events that result in WetA-mediated repression of *brlA* is unique to each species (Fig. 3). In addition, our ChIP-seq data did not show an enrichment of *wetA* near *brlA* in A. nidulans, nor does *brlA* have a WRE in its upstream region in A. nidulans, A. fumigatus, or A. flavus. We hypothesize that the conserved repression of *brlA* by WetA is carried out through diverged, indirect methods in each of the three species.

We further examined the WetA-mediated GRNs controlling other pathways on the basis of previously characterized, conserved WetA functions. First, we analyzed genes involved in conidial integrity for their WetA regulation. The genes associated with trehalose biosynthesis are almost all underexpressed in the Δ*wetA* conidia of all three species (Fig. 4). Similarly, almost all the genes associated with β-(1,3)-glucan biosynthesis were overexpressed in the Δ*wetA* conidia of all three species (Fig. 4). These results explain the dramatically reduced amount of trehalose and increased content of β-(1,3)-glucan in the Δ*wetA* conidia (8, 30) and suggest the presence of a conserved WetA-mediated GRN for activation of trehalose biogenesis and repression of β-(1,3)-glucan biosynthesis. WetA’s function is likely divergent in α-(1,3)-glucan metabolism. 

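The A. nidulans gene AN1604 had 15.8 ± 1.63 CPM (SD, n = 4) in WT conidia and 0.0638 ± 0.128 CPM (SD, n = 4) in the ΔwetA conidia, a log2 fold change of -7.63 (standard error 0.54, adjusted p = 1.71e-06). It had 0 counts in 3 of the 4 ΔwetA replicates, and the log2 fold change was -11.16 without the replicate that had counts, so its size rests on that replicate and on the prior count. With each replicate left out in turn it ranged between -11.16 and -7.22.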

*Ani*WetA upregulates the α-(1,3)-glucan synthase *Aniags2* but downregulates all the genes associated with α-(1,3)-glucan degradation except AN1604 (Fig. 4). In contrast, *Afu*WetA downregulates all the α-(1,3)-glucan synthases (*Afuags1*, *Afuags2*, and *Afuags3*) but has mixed effects on the genes associated with α-(1,3)-glucan degradation in conidia (Fig. 4). In conidia, *Afl*WetA shows mixed effects on both the genes associated with α-(1,3)-glucan biosynthesis and those associated with degradation (Fig. 4).

WetA is involved in the regulation of hydrophobin expression. 

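Of the 5 hydrophobin genes in Fig. 5 for A. nidulans, rodA (log2 fold change 7.01, adjusted p = 7.18e-09) and AN1837 (5.76, adjusted p = 9.61e-10) were overexpressed and dewA (-9.51, adjusted p = 1.76e-09) was underexpressed. AN6401 was below the filter on low counts, with 0.349 ± 0.0843 CPM (SD, n = 4) in WT conidia and 0.776 ± 0.35 CPM (SD, n = 4) in the ΔwetA conidia. No read was counted on AN0940 in any replicate. For scale, 3 counts in the shallowest library are 0.233 CPM by the library total, without TMM factors.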

Only one of the five hydrophobin-encoding genes in A. nidulans was not differentially expressed in the Δ*wetA* conidia, and only *AnidewA* was underexpressed (Fig. 5). 

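The log2 fold changes of the 6 hydrophobin genes in A. fumigatus were 3.67 for rodA, 6.61 for rodB, 3.54 for the dewA ortholog Afu8g07060, 4.51 for Afu2g14661, 4.04 for Afu5g03280 and 1.11 for Afu5g13480. The highest adjusted p among them was 6.20e-08. For every one of these genes, all ΔwetA replicates were above all WT replicates.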

In A. fumigatus, all six hydrophobin-encoding genes were overexpressed in the Δ*wetA* conidia (Fig. 5). In A. flavus, three of five hydrophobin-encoding genes were underexpressed in the Δ*wetA* conidia, one of the five was not regulated, and only *AflrodA* was upregulated (Fig. 5). Since the loss of *wetA* causes lower hydrophobicity of conidia, there might be other unidentified hydrophobins controlled by *Afu*WetA. In addition, the hydrophobins in A. fumigatus could be regulated post-transcriptionally or could be expressed and translated earlier in development, at a time point before that at which the RNA was isolated from conidia for our experiments.

*Afu*WetA diverges from *Ani*WetA and *Afl*WetA in its regulation of melanin biosynthesis. A previous study showed that *wA*, the first regulator in the DHN-melanin synthesis pathway, is activated by WetA in A. nidulans conidia (20, 42). Our RNA-seq analyses have revealed that both *AniwA* and *AflwA* were underexpressed in the Δ*AniwetA* and Δ*AflwetA* conidia (Fig. 5). Moreover, *Aflayg1*, the second gene in the DHN-melanin pathway (43), was underexpressed in the Δ*AflwetA* conidia (Fig. 5). Surprisingly, although the Δ*AfuwetA* conidia are colorless, all the DEGs associated with both DHN-melanin and pyomelanin biosynthesis were overexpressed in the Δ*AflwetA* conidia (Fig. 5), suggesting the melanin biosynthesis pathway in A. fumigatus may have uniquely evolved.

Our ChIP-seq experiments performed with an antibody native to WetA identified a potential WetA response element (5′-CCGYTTGCGGC-3′) (Fig. 6C) which is recognized by WetA in A. nidulans, A. fumigatus, and A. flavus (Fig. 8B) and is highly similar to the Saccharomyces cerevisiae Ixr1, Dal81, and Leu3 DNA-binding motifs (44–46). The list of peak-associated genes in A. nidulans includes *wetA* and the important developmental regulators *vosA* and *velB*, suggesting that these genes may play crucial roles in conidiation and thus may be conserved during evolution. VosA and VelB are both members of the *velvet* family of proteins (47–49). Moreover, the VosA-VelB complex is a crucial functional unit controlling maturation of conidia (48–50). Loss of *vosA* causes some phenotypes similar to those caused by the loss of *wetA*, such as a reduction in the trehalose amount (51), suggesting that part of the WetA-mediated GRN may be controlled by regulating VosA. Previous studies showed that *Ani*WetA contains an *Ani*VosA binding motif in its upstream 2-kb region (47), implicating the cross feedback regulation of WetA by VosA. Taking the data together, the WetA-mediated regulatory pathway may cross talk with the *velvet* regulatory pathways via the cooperative activity of WetA/VosA/VelB.

Although 52% of genes in the A. nidulans genome were differentially regulated in the Δ*AniwetA* conidia, only 20% of those regulated genes contain a WRE in their upstream 1.5-kb regions (Fig. 7), suggesting a model where WetA-mediated regulation is carried out via both direct and indirect interactions to control a downstream cascade of genes. 

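Of the 5310 A. nidulans DEGs, 1090 are listed in Table S9 as containing a WRE. WRE-containing DEGs were underexpressed in 52.4% of cases, and the other DEGs in 47.4% (Fisher's exact test, two-sided, chosen after seeing the data, odds ratio 1.22, p = 0.0031). From the limited share of DEGs with a WRE, the paper proposes that WetA acts through both direct and indirect interactions.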

We also scanned the A. fumigatus and A. flavus genomes for instances of the WRE and found that, while the numbers of genes that contained the WRE were similar to the numbers seen with A. nidulans, those lists of genes were different in content (Fig. 7). Only 15 genes with the WRE in their upstream regions were consistently under- or overexpressed in the Δ*wetA* conidia from all three species. Our data suggest that WetA serves as a conserved regulatory hub that controls a diverse group of species-specific regulators and effectors in *Aspergillus* species.

In conclusion, our studies provided the first clear and systematic dissection of WetA, an evolutionarily and functionally conserved regulator of morphological and chemical development of filamentous fungal conidiation. Moreover, we have revealed the molecular mechanisms of WetA as a likely DNA-binding, multifunctional regulator governing the diverse processes of cellular differentiation, chemical development, and cell survival across a genus of filamentous fungi, advancing our knowledge of spore formation in pathogenic and toxigenic fungi.

## MATERIALS AND METHODS

### Strains, media, and culture conditions.

All strains used in this study are listed in Table S1 in the supplemental material. The fungal strains were grown on minimal medium (MM) with appropriate supplements as previously described (51, 52) and were incubated at 37°C (A. nidulans and A. fumigatus) or 30°C (A. flavus). For liquid cultures, conidia were inoculated in liquid MM and incubated at 37°C or 30°C and 220 rpm.

### Generation of *wetA* deletion and complementation strains.

We generated the deletion (Δ) and complementation (complement) strains of *wetA* in A. nidulans (*AniwetA*). The oligonucleotides used in this study are listed in Table S1. Briefly, the deletion construct containing the A. fumigatus *pyrG* marker with 5′ and 3′ flanking regions of *AniwetA* was introduced into recipient strain RJMP1.59 (53). To generate complemented strains, a WT *AniwetA* gene region, including its 2-kb upstream region, was cloned to pHS13 (48). The resulting pMY1 plasmid was then introduced into recipient Δ*AniwetA* strain TMY3, resulting in isolation of TMY4. Multiple Δ*AniwetA* strains were generated, and all behaved the same in every assay. Multiple complement *AniwetA* strains were generated, and all behaved identically to one another as well. The Δ*AfuwetA* (TSGw4), Δ*AflwetA* (TMY1), and complement *AflwetA* (TMY2) strains were generated in previous studies (8, 30).

### Nucleic acid manipulation.

The isolation of genomic DNA and total RNA for Northern blot analyses was performed as previously described (54–56). For RNA-seq and ChIP-seq, conidia of WT and Δ*wetA* strains were grown on solid culture at 37°C or 30°C for 2 days because the number of intact Δ*wetA* spores at 2 days was similar to the number of wild-type spores as we reported before (30), and on the third day the Δ*wetA* conidia began to autolyze. Fresh conidia were harvested from these 2-day-old cultures and filtrated by the use of four-layer Miracloth.

### RNA sequencing.

Total RNA from four A. nidulans biological replicates, three A. flavus biological replicates, and three A. fumigatus biological replicates was extracted and submitted to ProteinCT Biotechnologies (Madison, WI) and the University of Wisconsin Gene Expression Center (Madison, WI) for library preparation and sequencing. For each replicate, a strand-specific library was prepared from total RNA using a Illumina TruSeq strand-specific RNA sample preparation system. The libraries of all the replicates were sequenced (PE100bp for A. nidulans and SE100bp for A. fumigatus and A. flavus) using an Illumina HiSeq 2500 system.

The A. flavus expression data were analyzed as previously reported (30). The following analyses were carried out for the A. fumigatus and A. nidulans data. The overall quality of the raw sequence reads was verified using version 0.11.5 of FastQC (57). The genomes and annotations were downloaded from FungiDB and used for mapping (58). Mapping of the raw sequence reads to the genome was carried out with version 2.1.1 of Tophat2 (59), and the default settings were used except that the maximum intron length was set to 4,000 bases. The alignment files were compared to the gene annotation file, and raw counts for the number of reads mapping to each gene were generated using version 0.6.1p1 of HTSeq-count (60). Differential expression analysis of the raw counts was carried out using version 1.14.1 of DESeq2 (61). Genes were considered differentially expressed between the WT and Δ*wetA* conidia if their adjusted *P* value was less than 0.05 and their log2-fold change value was lower than −1 or higher than 1. All RNA-seq data files are available from the NCBI Gene Expression Omnibus database (A. nidulans and A. fumigatus, GSE114143; A. flavus, GSE95711).

### Functional enrichment and orthogroup identification.

Gene Ontology enrichment analyses were carried out using the tool available at FungiDB (58). Unless otherwise stated, default settings were used in FungiDB, and redundant terms were collapsed with the REVIGO tool (62) using the “Tiny” setting for allowed similarity.

Orthologs were identified using OrthoMCL with the following settings: *P* value cutoff of 6e−6, identity cutoff of 30%, match cutoff of 70%, Markov cluster algorithm (MCL) inflation value of 2, and allowed maximum weight of 180.

### Anti-WetA polyclonal antibody synthesis.

Multiple-sequence alignment using Clustal W/X (46) revealed that *Ani*WetA, *Afu*WetA, and *Afl*WetA contain a 15-amino-acid (aa)-length conserved region near their C-termini (Fig. 6A and B). The 15-aa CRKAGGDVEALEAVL peptide was selected, synthesized, and used for rabbit immunization and generation of an affinity-purified polyclonal antibody (GenScript Corp., Piscataway, NJ).

### Chromatin immunoprecipitation sequencing (ChIP-seq) and chromatin immunoprecipitation quantitative PCR (ChIP-qPCR).

ChIP analyses were performed using MAGnify ChIP assays (Invitrogen) according to the manufacturer’s instructions. Briefly, 10^9^ of A. nidulans WT conidia were cross-linked with 1% formaldehyde, lysed, and broken as previously described (63). Cell lysates were sonicated to shear DNA to 300 to 500 bp and were immunoprecipitated with customized rabbit anti-WetA polyclonal antibodies (GenScript, NJ). Two experiments were performed, each with biological triplicates. In the first experiment, 10% of the supernatants was kept as an input control (input represents PCR amplification of the total sample) and compared to the ChIP sample. In the second experiment, the ChIP sample from the WT strain was compared to the ChIP sample from the Δ*wetA* strain. ChIP DNA samples were sent for ChIP-seq service (ProteinCT, WI). Libraries were prepared using a TruSeq ChIP library preparation kit (Illumina, CA) and sequenced on a HiSeq 2500 system with single reads of 50 bp. Approximately 8 to 30 M reads were achieved per replicate.

ChIP-seq reads were first trimmed using version 0.36 of the Trimmomatic software (64), and then version 0.7.15 of the BWA-MEM software (65) was used to map reads to the A. nidulans (FGSC A4) genome. Reads with any of the following flags were removed: unmapped, secondary alignment, or supplementary mapped read. Reads with a mapping quality (MAPQ) score of 0 were also removed. Duplicate reads were removed and samples were pooled using version 1.3 of the SAMtools software (66). Version 2.1.1.20160309 of the MACS2 software (67) with the settings -g 2.93e7 –s 101—nomodel—extsize was used to call peaks. Extension sizes were calculated using SPP (68, 69). Peaks that exhibited a fold change value greater than 2 and a *q*-value of less than 0.001 were used in further analyses. Peak lists from each of the ChIP experiments were combined. The ChIP-seq data are available from the NCBI Gene Expression Omnibus database (GSE114141).

ChIP-qPCR was performed with iTaq universal Sybr green supermix (Bio-Rad, Hercules, CA) on a Bio-Rad CFX96 real-time PCR detection system.

### Motif discovery analyses.

To discover the WetA response element (WRE), 100 bp of sequence surrounding the summits of the 157 combined peaks were pulled from the A. nidulans genome using bedtools software, version 2.26.0 (70), and submitted to processing using MEME-ChIP software, version 4.12.0 (39).

MEME was instructed to search for 10 motifs, 5 to 21 bp in length; all other settings were left at the defaults. Instances of the WRE were identified in the upstream regions (1.5 kb upstream of the translation start) of all genes in the three *Aspergillus* genomes using FIMO software (40) with a *P* value cutoff of 5e−5.

### Data availability.

All RNA-seq and ChIP-seq data files are available from the NCBI Gene Expression Omnibus database (A. nidulans and A. fumigatus RNA-seq, GSE114143; A. flavus RNA-seq, GSE95711; A. nidulans ChIP-seq, GSE114141).

# Supplementary material for: Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi
**Source:** mBio. 2018 Aug 21;9(4):e01130-18. doi: 10.1128/mBio.01130-18
**Supplement:** TABLE S1

Table S1 *Aspergillus* strains and oligonucleotides used in this study.

| STRAINS | | | |  |
| --- | --- | --- | --- | --- |
| Name | Genotype | | Source |  |
| NRRL3357 | Wild-type | | Fungal Genetic Stock Center |  |
| 3357.5 | *pyrG^−^* | | (1) |  |
| TMY1 | Δ*AflwetA::AfupyrG^+^*; *pyrG^−^* | | (2) |  |
| TMY2 | Δ*AflwetA::AfupyrG^+^*; *pyrG^−^; wetA* | | (2) |  |
| Af293 | Wild-type | | (3) |  |
| TSGw4 | *AfupyrG1* Δ*AfuwetA*::*AnipyrG^+^* | | (4) |  |
| FGSC4 | Wild-type | | Fungal Genetic Stock Center |  |
| RJMP1.59 | *pyrG89*; *pyroA4* | | (5) |  |
| TMY3 | *pyrG89*; *pyroA4*; Δ*AniwetA::AfupyrG^+^* | | This study |  |
| TMY4 | *pyrG89*; *pyroA*::*AniwetA*(p)::*AniwetA*::FLAG_3X_::*pyroA^*^*; Δ*AniwetA::AfupyrG^+^* | | This study |  |
| ^*^The 3/4 *pyroA* marker selects for the targeted integration at the *pyroA* locus. | | | |  |
| OLIGONUCLEOTIDES | | | | |
| Name | **Sequence (5’🡪3’)** | **Purpose** | | |
| oMY-43 | tagcgcattgttgcttaggg | 5’ flanking of *AniwetA* | | |
| oMY-44 | gccgttaccgacggatactc | 3’ flanking of *AniwetA* | | |
| oMY-45 | gtaatagactcagtggaccgggc | 5’ nested of *AniwetA* | | |
| oMY-46 | ctcctcctagaacccattatggc | 3’ nested of *AniwetA* | | |
| oMY-47 | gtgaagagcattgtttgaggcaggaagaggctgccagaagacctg | 5' *AniwetA* with *AfupyrG* tail | | |
| oMY-48 | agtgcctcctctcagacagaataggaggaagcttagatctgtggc | 3' *AniwetA* with *AfupyrG* tail | | |
| oMY-25 | gaccactcgttcaacaacgatg | 5’ *AniwetA* | | |
| oMY-26 | cgtactgcattaagtgcgg | 3’ *AniwetA* | | |
| oMY-53 | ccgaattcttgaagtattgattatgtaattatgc | 5’ *AniwetA* with *Eco*RI | | |
| oMY-54 | tagcggccgcgcagaggacagcctctaggg | 3’ *AniwetA* with *Not*I | | |
| oJH-84 | gctgaagtcatgatacaggccaaa | 5’ *AfupyrG* marker | | |
| oJH-85 | atcgtcgggaggtattgtcgtcac | 3’ *AfupyrG* marker | | |
| omy-242 | ccgctggttcaggtcttctg | 5’ *AniwetA* upstream WRE (100 bp) | | |
| omy-243 | catcttgccagcgggtga | 3’ *AniwetA* upstream WRE (100 bp) | | |
| OMY-268 | aagcctagtgtacgcttacaagg | 5’ AN8643 upstream WRE (100 bp) | | |
| OMY-269 | ctgcatccgccaatcatgg | 3’ AN8643 upstream WRE (100 bp) | | |
| OMY-270 | ctgcggatctcgtttccgtc | 5’ AN0663 upstream WRE (100 bp) | | |
| OMY-271 | ctgccctctctacaccaccaatc | 3’ AN0663 upstream WRE (100 bp) | | |
| OMY-272 | cgaatttgcggggatagg | 5’ AN1918 upstream WRE (100 bp) | | |
| OMY-273 | gcaagtcttgtgggaatgtactcag | 3’ AN1918 upstream WRE (100 bp) | | |
| omy-260 | gccctgggagtagagaccag | 5’ *AniwetA* upstream WRE (200 bp) | | |
| omy-261 | tcggtactcgatgtgtccat | 3’ *AniwetA* upstream WRE (200 bp) | | |
| omy-262 | gacacccgaactctcttcgag | 5’ *AfuwetA* upstream WRE (200 bp) | | |
| omy-263 | tgagtccatgtcgacgtactg | 3’ *AfuwetA* upstream WRE (200 bp) | | |
| omy-264 | gatccgcagttcccttcgac | 5’ *AflwetA* upstream WRE (200 bp) | | |
| omy-265 | gacgtactgactgaataaatcatcg | 3’ *AflwetA* upstream WRE (200 bp) | | |

1. He Z-M, Price MS, Obrian GR, Georgianna DR, Payne GA. 2007. BMC Microbiol 7:104.

2. Wu M-Y, Mead ME, Kim S-C, Rokas A, Yu J-H. 2017. PLoS One 12:e0179571.

3. Brookman JL, Denning DW. 2000. Curr Opin Microbiol 3:468–474.

4. Tao L, Yu J-H. 2011. Microbiology 157:313–326.

5. Shaaban MI, Bok JW, Lauer C, Keller NP. 2010. Eukaryot Cell 9:1816–1824.

# Supplementary material for: Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi
**Source:** mBio. 2018 Aug 21;9(4):e01130-18. doi: 10.1128/mBio.01130-18
**Supplement:** TABLE S2

Table S2 List of conserved WetA-regulated orthogroups

# Supplementary material for: Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi
**Source:** mBio. 2018 Aug 21;9(4):e01130-18. doi: 10.1128/mBio.01130-18
**Supplement:** TABLE S3

Table S3 DEGs related with asexual development in the Δ*wetA* conidia

# Supplementary material for: Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi
**Source:** mBio. 2018 Aug 21;9(4):e01130-18. doi: 10.1128/mBio.01130-18
**Supplement:** TABLE S4

Table S4 G-protein pathway related DEGs in the Δ*wetA* conidia in three *Aspergillus* species

| GENE ID | *A. nidulans* | | *A. fumigauts* | | *A. flavus* | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | **Log_2_ Fold Change** |  | **Log_2_ Fold Change** |  | **Log_2_ Fold Change** |
| *fadA*/*gpaA* | AN0651 | - | Afu1g13140 | 3.82 | AFLA_018340 | - |
| *flbA* | AN5893 | 4.08 | Afu2g11180 | 2.7 | AFLA_134030 | 1.71 |
| *ganA* | AN3090 | -1.72 | Afu3g12400 | 2.88 | AFLA_079780 | 1.20 |
| *gprA* | AN2520 | - | Afu3g14330 | 1.58 | AFLA_060740 | 2.03 |
| *gprB* | AN7743 | -3.67 | Afu5g07880 | -1.24 | AFLA_061620 | - |
| *gprC* | AN3765 | 1.85 | Afu7g04800 | 4.4 | AFLA_074150 | 2.04 |
| *gprD* | AN3387 | -1.72 | Afu2g12640 | 4.12 | AFLA_135680 | - |
| *gprE* | AN9199 | 3.01 | NA | NA | NA | NA |
| *gprF* | AN12206 | -3.59 | Afu5g04100 | -2.79 | AFLA_006880 | -2.68 |
| *gprG* | AN10166 | 2.71 | Afu1g11900 | 3.86 | AFLA_067770 | 3.09 |
| *gprH* | AN8262 | - | Afu5g04135 | 2.07 | AFLA_006920 | -3.09 |
| *gprK* | AN7795 | 4.29 | Afu4g01350 | 1.67 | AFLA_009790 | -1.41 |
| *gprM* | AN6680 | 2.01 | Afu7g05300 | 2.04 | AFLA_075000 | - |
| *gprO* | AN4932 | - | Afu3g10570 | 1.32 | AFLA_032130 | - |
| *gprR* | NA | NA | NA | NA | AFLA_023070 | -2.93 |
| *gprS* | NA | NA | NA | NA | AFLA_006320 | 1.16 |
| *nopA* | AN3361 | -1.16 | Afu7g01430 | -3.51 | AFLA_117970 | -3.04 |
| *pdeA* | AN0829 | 1.29 | Afu1g14890 | - | AFLA_084770 | -1.39 |
| *pkaA* | AN6305 | -2.35 | Afu2g12200 | -3.46 | AFLA_135040 | -2.63 |
| *pkaB* | AN4717 | - | Afu5g08570 | -1.16 | AFLA_091910 | -2.09 |

Note: “NA“: an ortholog does not exist in the genome. “-”: not differential expressed in Δ*wetA* conidia

# Supplementary material for: Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi
**Source:** mBio. 2018 Aug 21;9(4):e01130-18. doi: 10.1128/mBio.01130-18
**Supplement:** TABLE S5

Table S5 Kinases differentially expressed in the Δ*wetA* conidia

# Supplementary material for: Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi
**Source:** mBio. 2018 Aug 21;9(4):e01130-18. doi: 10.1128/mBio.01130-18
**Supplement:** TABLE S6

Table S6 Transcription factors differentially expressed in the Δ*wetA* conidia

# Supplementary material for: Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi
**Source:** mBio. 2018 Aug 21;9(4):e01130-18. doi: 10.1128/mBio.01130-18
**Supplement:** TABLE S7

Table S7 Secondary Metabolite Cluster – Gene list

# Supplementary material for: Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi
**Source:** mBio. 2018 Aug 21;9(4):e01130-18. doi: 10.1128/mBio.01130-18
**Supplement:** TABLE S8

Table S8 *A. nidulans* WetA ChIP-seq peak-associated genes

# Supplementary material for: Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi
**Source:** mBio. 2018 Aug 21;9(4):e01130-18. doi: 10.1128/mBio.01130-18
**Supplement:** TABLE S9

Table S9 Genes containing a WRE in their 1.5 kb upstream regions

***A. nidulans***

***A. fumigatus***

[truncated: 174,514 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

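RNA-seq of 2-day-old conidia compared the WT with the ΔwetA mutant in A. nidulans (4 replicates of each genotype) and A. fumigatus (3 of each). The authors mapped the reads with TopHat2, counted reads per gene with HTSeq and deposited the raw counts, which are in counts and carry no normalization. The number of reads counted on genes was between 12870515 and 22783780 per replicate. At 3 counts, the shallowest library could show 0.233 CPM by its total alone, without TMM factors, and this covers counting error only. Replicates were taken as the columns of each genotype's count table and species and genotype as the paper and the sample labels give them. The labels describe the replicates as technical and the paper as biological.

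Counts were analysed in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1), and summarized in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For each species, genes were kept by filterByExpr, libraries were scaled by TMM, and WT and ΔwetA conidia were compared by the quasi-likelihood F test. A gene was a DEG when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was above 1. CPM used the TMM factors, and log2 CPM a prior count of 0.5. The test was tested on simulated data with known changes. Species differences were tested as a species-by-genotype interaction on the 400 ortholog pairs of Tables S3 to S6, and a pair was called different when its adjusted p was under 0.05 and the absolute difference between its log2 fold changes was above 1. Shares of DEGs in gene lists were compared by two-sided Fisher's exact tests among tested genes, and with 10000 random lists drawn from 20 bins of mean expression.

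Genes named in the text were those the paper names with an identifier, and for each species the 3 largest increases and 3 largest decreases among DEGs with a mean log2 CPM above 0 in which every ΔwetA replicate lay on one side of every WT replicate. The alternatives set before the data were examined were DESeq2 1.42.0 with and without a prior on fold changes, RLE, upper-quartile and library-total scaling, no filter and a minimum of 10 counts in every replicate, no fold change threshold, a test against the threshold, a block for replicate number, the ID ranges of Table S7 expanded exactly as printed, and leaving out each replicate. The A. flavus RNA-seq and the A. nidulans ChIP-seq data were not analysed here. No reference genome was used, so GC content and gene length were not examined, and the order of genes was taken from their IDs.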

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

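The tests below were chosen before the results were seen. Among 119 groups of 4 replicates (named genes in A. nidulans), 4 had a replicate whose gap to the nearest other, divided by the range, passed Dixon's 95% value. Chance alone gives about 5.95. The ratios of gap to range were 0.915 for laeA in WT conidia, 0.864 and 1 for AN1604 in WT and ΔwetA conidia, and 0.874 for AN10028 in WT conidia. AN1604 had counts in only 1 ΔwetA replicate. No explanation was tested for these.

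The effect of ΔwetA differed between A. nidulans and A. fumigatus for 21 of 24 named ortholog pairs, by the species-by-genotype test with an adjusted p under 0.05 and a difference above 1 on the log2 scale. By adjusted p alone, gprF (0.88) and chsB (-0.87) differed as well. As A. fumigatus minus A. nidulans on the log2 scale, the differences with opposite calls were dewA (13.05), wA (6.28), laeA (5.93), veA (4.95) and velB (-3.21). Those with calls in the same direction, or a call in one species only, were abaA (-1.17), brlA (-4.66), chsA (1.58), chsG (1.53), flbA (-1.32), gprC (2.73), lreA (1.39), lreB (-2.30), orlA (2.50), pkaA (-1.03), rodA (-3.34), tpsC (-1.06), velC (-1.21), gprG (1.25) and nopA (-2.27). For wetA the difference was -2.88, but it is set by counts at or near 0 in the mutants and shows no difference in regulation. The size of the gprC difference rests on low A. fumigatus WT counts of 2, 17 and 4. Over all 400 pairs, 262 differed, or 323 by adjusted p alone. The pairs come from lists of the paper's DEGs, so this is no share of all orthologs. Of the relabellings of genotype within species, 1 of 100, the real one, gave as many as 262. Relabelling removes the effect of the genotype itself, so it cannot stand for equal effects in the 2 species and cannot decide whether they differ. The 90 relabellings that kept neither species' genotypes gave 0 pairs, with 0 to 6 at an unadjusted p under 0.05, and the 9 that kept the genotypes of 1 species gave 104 to 249. With library totals in place of TMM, 275 pairs differed. The similar total hides changes in single pairs, because library totals raise the A. fumigatus log2 fold changes. Scaled that way, the abaA and velC differences were smaller than 1 on the log2 scale, and the vosA difference was larger than under TMM. The flbA (-1.32), tpsC (-1.06) and pkaA (-1.03) differences have the same sign and a similar size under TMM. The same shift would bring them below 1 as well, so they are not firm species differences. Differences of single genes therefore depend on the normalization. Each species has its own libraries, so a difference between batches of libraries cannot be told apart from a difference between species. The same holds for the marker mutations that the mutant strains carry besides ΔwetA.

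Among the genes with the largest increases, 4 are in none of the paper's gene lists. The log2 fold changes were 9.44 for AN3331 and 9.28 for AN6383 in A. nidulans, and 10.77 for Afu4g14170 and 10.75 for Afu1g00770 in A. fumigatus. Both A. fumigatus genes had no count in any WT replicate, so their log2 fold changes depend on the prior count. Of the other genes with the largest changes, AN8656 had a log2 fold change of 9.42 and Afu8g00500 one of 10.94. The WT means of AN3331, AN6383, AN8656 and Afu8g00500 were 0.0445, 0.221, 0.179 and 0.0787 CPM. The sizes of these increases therefore rest on very few WT counts. With each replicate left out in turn, the log2 fold change of AN3331 ranged between 9.03 and 10.65. The largest decreases were -11.83 for AN3485, -11.51 for AN10028 and -11.43 for AN6403 in A. nidulans, and -14.99 for Afu7g00260 and -14.88 for Afu5g01260 in A. fumigatus beside wetA. AN3485, the 2 A. fumigatus genes and the A. fumigatus wetA had 0 counts in every ΔwetA replicate, so the size and the order of these decreases depend on the prior count. No explanation was tested for these genes.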

How the results depend on the processing

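Of the 21 counts of genes, clusters and ortholog pairs, 3 moved by more than 1.5 times under an alternative, and the others stayed within that under every alternative that was run. The number of A. nidulans SMG clusters in which every gene was a DEG was 1. It was 5 with DESeq2 with or without a prior on fold changes, 6 without a filter on low counts, 4 without a fold change threshold, 2 with RLE factors, and from 1 to 3 across the fits that each left out 1 replicate. In A. fumigatus it was 7, and 15 without a fold change threshold and 2 with at least 10 counts in every replicate. The number of underexpressed genes in A. fumigatus was 2579, against 3969 without a fold change threshold and 1458 with library totals in place of TMM factors. The fall to 1458 goes with the higher A. fumigatus log2 fold changes that library totals give. The cause was not tested for the others.

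For 108 named genes, 1795 of 1820 alternative values kept their direction and their side of the thresholds, 10 no longer passed, 14 newly passed and 1 reversed. The reversal was orlA in A. fumigatus, with a log2 fold change of -0.43, and 0.43 with library totals. The TMM factors there were 0.741 to 0.745 in the WT and 1.31 to 1.37 in the ΔwetA replicates. Leaving them out raises every A. fumigatus log2 fold change, which accounts for the reversal. The cause of the other changes was not tested.

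Some alternatives for A. nidulans were chosen after seeing the data. With 2 of the 4 ΔwetA replicates left out, the number of DEGs was between 5124 and 5961, against 5310 with all of them. The upper value was reached without replicates 2 and 4. With replicates 1 and 3, and 2 and 4, summed it was 5420. Of 58 named genes, 2 lost their call (velB and nopA) and 5 gained one without replicates 2 and 4, 1 (lreB) lost it without replicates 1 and 3, and 1 (chsA) gained one with the pairs summed. None reversed. Depth limits the genes with low counts, since 9337 of 10988 genes in A. nidulans and 9332 of 10130 in A. fumigatus passed the filter and the others were not tested.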

Differences from the paper's values

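The values compared were 22 counts and the log2 fold changes of 634 genes that Tables S3 to S6 give and that were tested here. Of these 656 values, 21 differed by more than the tolerance, which was 1.5 times for counts of genes or clusters and the spread between replicates for log2 fold changes. Smaller differences are not counted among them, and the numbers of differentially expressed genes were within 1.5 times the paper's. With DESeq2 and a prior on fold changes they were 5743 in A. nidulans and 5756 in A. fumigatus, where the paper's are 5742 and 5756. The paper's methods name DESeq2.

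The paper's number of A. nidulans SMG clusters in which every gene was regulated is 5, and 1 was found here. Of 19 alternatives set before the data were examined, 4 closed the gap, which were DESeq2 with a prior on fold changes, DESeq2 without one, no fold change threshold and no filter on low counts. For A. nidulans clusters with every gene overexpressed, the paper's number is 2, although it names 3, and 0 was found here. DESeq2 with and without a prior and the fit without a filter on low counts each gave 3, within the tolerance, and the other alternatives set before the data were examined did not close the gap. The paper's number of A. fumigatus clusters without a regulated gene is 0, and 1 was found here. DESeq2 with and without a prior, no fold change threshold and no filter on low counts gave 0, and the other alternatives set before the data were examined did not.

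The log2 fold change differed for 1 gene in A. nidulans and 17 genes in A. fumigatus, and its sign for 0 in either species. For AN11814 in A. nidulans, the paper's value is -6.30 and the value here is -7.77. For wetA in A. fumigatus, the paper's value is -12.90 and the value here is -14.13. Both genes had no count in any mutant replicate, so the value depends on the prior. DESeq2 with a prior gave -6.30 and -12.90, the only one of the alternatives set before the data were examined that closed either gap. The other A. fumigatus genes were Afu1g03420 (the paper's 1.64, 1.70 here), Afu1g11550 (the paper's 2.41, 2.47 here), Afu1g15950 (the paper's -2.63, -2.57 here), Afu1g16115 (the paper's -1.82, -1.76 here), flbA (the paper's 2.70, 2.76 here), Afu3g01510 (the paper's -1.75, -1.69 here), Afu3g12400 (the paper's 2.88, 2.94 here), Afu4g02900 (the paper's 1.02, 1.07 here), Afu5g01900 (the paper's -1.14, -1.08 here), Afu5g03460 (the paper's -1.15, -1.09 here), Afu5g09840 (the paper's -1.29, -1.24 here), Afu5g12990 (the paper's -1.11, -1.05 here), Afu6g04500 (the paper's -1.20, -1.15 here), Afu6g13160 (the paper's 1.95, 2.00 here), Afu7g03750 (the paper's 1.33, 1.39 here) and Afu8g04050 (the paper's 2.16, 2.22 here). DESeq2 with and without a prior, and RLE factors, had values within the spread for all 16 of them. In addition, the fit without WT replicate 1 did so for Afu3g01510 and Afu5g01900; the fit without WT replicate 2 did so for flbA and Afu5g09840; the fit without WT replicate 3 did so for Afu1g11550, Afu4g02900, Afu5g01900, Afu5g09840 and Afu6g13160; the fit without ΔwetA replicate 3 did so for Afu5g01900 and Afu5g09840. The other alternatives set before the data were examined did not close these gaps.

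In Fig. 5 the paper shows AN6401 as overexpressed in A. nidulans. Here it was below the filter on low counts and was not tested. DESeq2 with and without a prior on fold changes, edgeR without the filter, and the fit without ΔwetA replicate 1 called it overexpressed. Table 5 lists Afu4g07690 as underexpressed, and its log2 fold change here was -0.94.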

Other observations

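The tests on the pairs of A. nidulans ΔwetA replicates, the test of the direction of DEGs with a WRE and the matched lists drawn for each alternative fit were chosen only after the result was seen. The test with thinned WT counts was chosen after the library depths were seen and before the DEGs were. The other tests were chosen before.

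The number of DEGs was compared with that from every other split of the libraries into groups of the same size. In A. nidulans, 1 of 35 splits, the real one, gave as many as 5310 DEGs. The others gave 0 DEGs, with 0 to 439 genes at an unadjusted p under 0.05. In A. fumigatus, 1 of 10 splits gave as many as 5639, and the others gave 0, with 0 to 3 genes at an unadjusted p under 0.05. Among splits that part every same-numbered pair, only the real one gave as many, 1 of 8 in A. nidulans and 1 of 4 in A. fumigatus, and 10, 8 or 4 splits are too few to give a share under 0.05. With the WT counts of A. nidulans thinned to the mean depth of the ΔwetA libraries, 5151 genes were DEGs. The majority direction flipped with library totals in 0 of the 2 species. The correlation across genes of deviations from the genotype mean averaged -0.00131 for same-numbered WT and ΔwetA replicates in A. nidulans and -0.0933 in A. fumigatus.

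The paper calls the replicates biological and the sample labels call them technical. The lowest chi-square per degree of freedom between 2 replicates of one genotype was 2.72, above the counting noise, but the coefficient of variation between A. nidulans WT replicates was 0.0438. These values cannot tell repeated libraries of one RNA sample apart from separate cultures.

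The A. nidulans ΔwetA replicates formed 2 pairs. Between replicates 1 and 3, 26 of 8238 genes with at least 10 counts in every replicate differed by more than 2-fold, and between 2 and 4, 13 did. Across the pairs, 1439 to 1455 did. The 10 most counted genes took 17.4% and 17.5% of counts in replicates 1 and 3, and 9.56% and 9.49% in 2 and 4. Of 100 Table S3 genes, 4 (hsp90, rgsA, tcpA and ugtA) had 2 ΔwetA replicates above and 2 below every WT replicate. Among all 9337 tested genes, 705 had every ΔwetA replicate outside the WT range with some above and some below it, and 18 of these were DEGs. At least 1 replicate above and at least 1 below was found for 1045 genes, of which 24 were DEGs. For hsp90 (AN8269), the CPM in ΔwetA replicates 1 to 4 was 24115, 412, 23789 and 442, against 757 ± 45.0 (SD, n = 4) in the WT. Its log2 fold change of 4.01 (adjusted p = 0.019) therefore rests on replicates 1 and 3, with 2 of 4 replicates in that direction.

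WT RNA in the mutant libraries could produce such pairs, but wetA reached at most 0.0709% of its WT level in a ΔwetA replicate. Repeated sequencing of 1 library within each pair was tested by the chi-square per degree of freedom, which was at least 2.72 within a pair, above counting noise. The values within the pairs, 3.12 and 2.72, were still the lowest between any replicates of one genotype. Those between A. nidulans WT replicates were 4.84 to 11.6, and those in A. fumigatus at least 7.71. A shared origin within each pair, short of the same library, is therefore left open. A heat shock response in some cultures may be another candidate explanation. The 4 genes that the paper's tables annotate as heat shock proteins had a median range of 4.95 on the log2 scale between ΔwetA replicates, and 1 of 10000 lists matched on expression had as large a median. The list was chosen after the spread of its genes was seen, and 1 of them (AN12473, range 0.446) did not follow, so this test cannot decide. The share of counts on noncoding genes separated the pairs by 16.4 times its largest gap within a pair, but 69.2% of 8238 genes separate the pairs in the same sense, so it cannot decide for another library preparation either. The pairs cannot be told apart from a difference between culture or library batches, and no batch is given in the sample labels.

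The share of DEGs among WRE-containing genes had an odds ratio of 0.969 against other tested genes (Fisher's exact test, p = 0.554). The share of DEGs was therefore not higher among the genes that Table S9 lists, a list shorter than the number in the paper's text. DEGs with a WRE were underexpressed more often than other DEGs (odds ratio 1.22, Fisher's exact test, p = 0.0031, and between 1.17 and 1.25 across 19 ways of fitting the counts). Expression level was not tested as an explanation of that difference. For peak-associated genes, 1752 of 10000 lists matched on expression held as many DEGs, and across 19 ways of fitting the counts 808 to 3323 did, so their higher share cannot be told apart from an effect of expression level on the calls.

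In A. fumigatus, 77.3% of tested genes among the outermost 50 of each chromosome end, by the order of gene IDs, were DEGs, and 59.1% of the rest (Fisher's exact odds ratio 2.36, p = 9.63e-21). Across 17 ways of fitting the counts the odds ratio was between 1.42 and 2.38. Only 635 of the 800 end genes were tested. Fits that tested more genes gave lower odds ratios, 1.62 without the filter and 1.48 with DESeq2 with a prior. The test counts neighbouring genes as independent, so its p may be too small. Genes near chromosome ends may respond to loss of wetA more often, but gene length, GC content and expression level were not tested as explanations. Runs of 3 or more neighbouring genes with at most 2 counts in every replicate of one genotype and at least 20 in every replicate of the other numbered 2, both silent in the A. fumigatus WT. One (Afu6g09680 to Afu6g09700) lies in an SMG cluster of Table S7 and the other is Afu8g07310 to Afu8g07330. The WT replicates together had 4, 2 and 3 counts on the genes from Afu8g07310 to Afu8g07330, and 0, 1 and 1 on those from Afu6g09680 to Afu6g09700. WT reads on 5 of the 6 genes go against a segment missing from the WT genome, unless they were misplaced, which was not tested.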
